# TRIM3 facilitates estrogen signaling and modulates breast cancer cell progression

**DOI:** 10.1186/s12964-022-00861-z

**Published:** 2022-04-07

**Authors:** Ting Zhuang, Beibei Wang, Xiaojing Tan, Le Wu, Xin Li, Zhongbo Li, Yuqing Cai, Rongrong Fan, Xiao Yang, Chenmiao Zhang, Yan Xia, Zhiguo Niu, Bingtian Liu, Qi Cao, Yinlu Ding, Zhipeng Zhou, Qingsong Huang, Huijie Yang

**Keywords:** TRIM3, ER alpha, Breast cancer, Ubiquitin, Stability

## Abstract

**Background:**

Breast cancer is the most common cancer in women worldwide. More than 70% of breast cancers are estrogen receptor (ER) alpha positive. Compared with ER alpha-negative breast cancer, which is more aggressive and has a shorter survival time, ER alpha-positive breast cancer could benefit from endocrine therapy. Selective estrogen receptor modulators, such as tamoxifen, are widely used in endocrine therapy. Approximately half of ER alpha-positive breast cancer patients will eventually develop endocrine resistance, making it a major clinical challenge in therapy. Thus, decoding the throughput of estrogen signaling, including the control of ER alpha expression and stability, is critical for the improvement of breast cancer therapeutics.

**Methods:**

TRIM3 and ER alpha protein expression levels were measured by western blotting, while the mRNA levels of ER alpha target genes were measured by RT–PCR. A CCK-8 assay was used to measure cell viability. RNA sequencing data were analyzed by Ingenuity Pathway Analysis. Identification of ER alpha signaling activity was accomplished with luciferase assays, RT–PCR and western blotting. Protein stability assays and ubiquitin assays were used to detect ER alpha protein degradation. Ubiquitin-based immunoprecipitation assays were used to detect the specific ubiquitination modification on the ER alpha protein.

**Results:**

In our current study, we found that TRIM3, an E3 ligase, can promote ER alpha signaling activity and breast cancer progression. TRIM3 depletion inhibits breast cancer cell proliferation and migration, while unbiased RNA sequencing data indicated that TRIM3 is required for the activity of estrogen signaling on the -genome-wide scale. The immunoprecipitation assays indicated that TRIM3 associates with ER alpha and promotes its stability, possibly by inducing K63-linked polyubiquitination of ER alpha. In conclusion, our data implicate a nongenomic mechanism by which TRIM3 stabilizes the ER alpha protein to control ER alpha target gene expression linked to breast cancer progression.

**Conclusion:**

Our study provides a novel posttranslational mechanism in estrogen signaling. Modulation of TRIM3 expression or function could be an interesting approach for breast cancer treatment.

**Graphical abstract:**

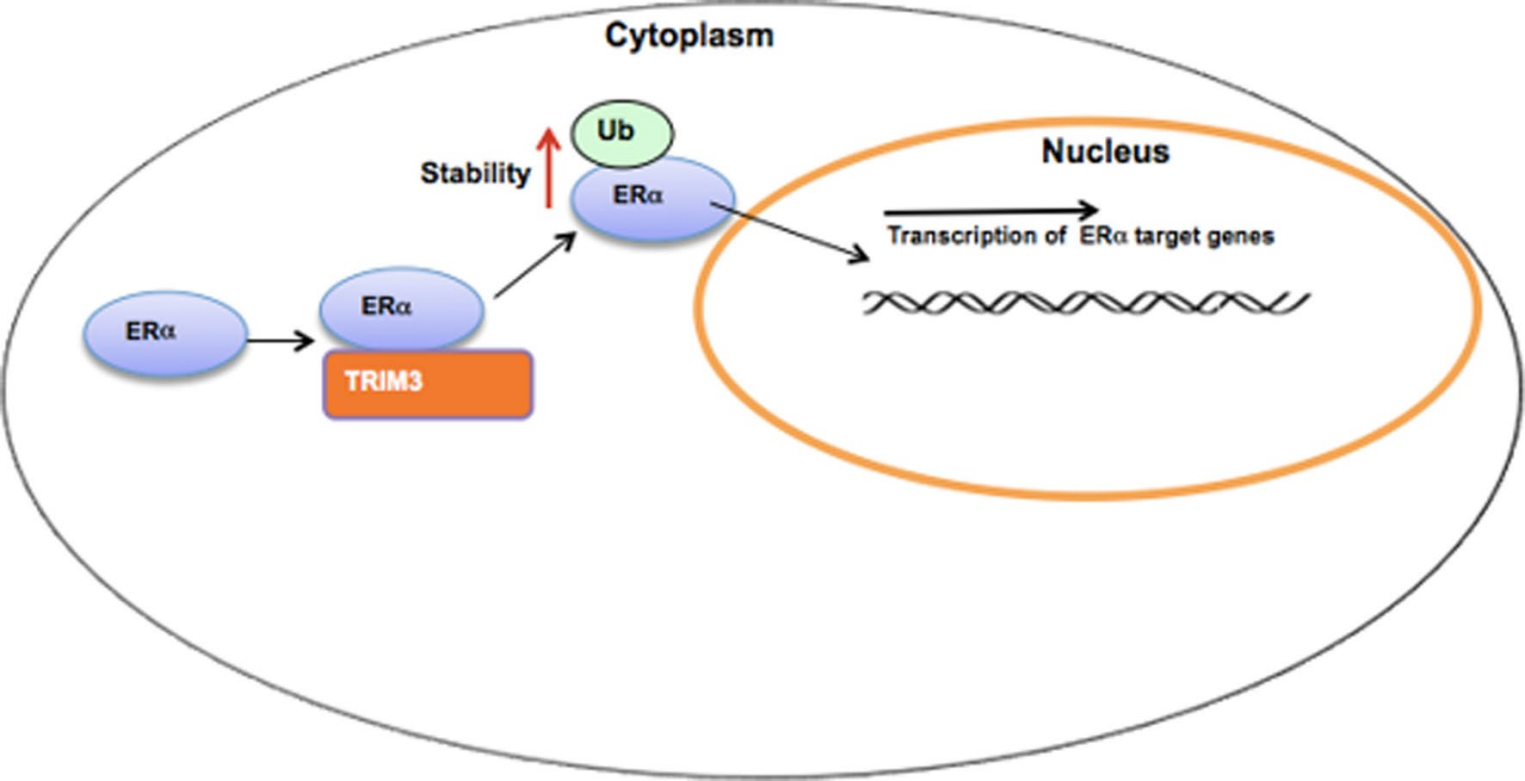

**Video abstract**

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-022-00861-z.

## Background

Breast cancer is the most prevalent malignancy among women and there are approximately more than 1 million new cases worldwide each year [1]. Genome-based profiling analysis showed that breast cancer can be classified into four molecular subtypes: luminal A, luminal B, HER2 and basal-like [2]. Among the subtypes, luminal A and B account for approximately two-thirds of cases and could benefit from endocrine therapy [3]. Selective estrogen receptor modulators (SERMs) have become the standard treatment for ER alpha-positive patients [4]. However, more than half of patients will develop resistance to endocrine therapy, which is a major challenge in breast cancer treatment [5]. Although ER alpha expression is lost in some breast cancer cells, most endocrine-resistant breast cancer cells still maintain ER alpha expression [6]. Thus, it is necessary for scientists to characterize both the resistance mechanism and the internal mechanism that controls ER alpha expression and stability.

Estrogen receptor (ER) alpha belongs to the superfamily of nuclear receptors and was initially cloned from MCF-7 cells in 1985 [7]. The ER alpha protein is composed of 595 amino acids and contains three functional domains: a DNA binding domain, transcriptional activation domain and ligand binding domain [8]. When ER alpha is activated by 17β-estradiol (E2), the ER alpha protein can translocate into the nucleus and subsequently bind to the promoter regions of ER alpha target genes, which facilitates the expression of certain downstream target genes, such as PS2 and GREB1 [9]. In addition, the effect of ER alpha ligands and the ER alpha protein can be regulated by several posttranslational modifications. These modifications can be widely distributed throughout the ER alpha protein and affect ER alpha function in several ways. For example, acetylation of the ER alpha protein by P300 can enhance ER alpha activity [10], while phosphorylation of the ER alpha protein at Y537 by SRC kinase can change its conformation and increase its ligand-independent activity [11]. Recent studies have revealed that several atypical ubiquitination mechanisms could also play important roles in modulating ER alpha function. For example, our previous studies showed that RNF31/SHARPIN modulates ER alpha monoubiquitination and facilitates ER alpha stability in breast cancer cells [12, 13]. Based on previous studies, we inferred that the components of the ubiquitin–proteasome system, including several E3 ubiquitin ligases, might control ER alpha ubiquitination, turnover, and ER alpha target gene expression.

TRIM3 (tripartite motif containing 3) is a RING finger protein that was initially found to be a regulator of myosin function and to facilitate protein transport in cells [14, 15]. Several studies have shown decreased expression levels of TRIM3 and identified its potential role as a tumor suppressor in quite a few human cancers [16–19]. However, our data showed that TRIM3 was specifically related to poor survival in patients receiving endocrine therapy. Our data demonstrated TRIM3 as a candidate factor in modulating estrogen signaling in breast cancer cells. TRIM3 associates with ER alpha; facilitates ER alpha stability, possibly by inducing ER alpha monoubiquitination; and enhances ER alpha signaling activity. Our study revealed a novel nongenomic regulatory relationship between TRIM3 and ER alpha signaling in breast cancer progression.

## Materials and methods

### Cell culture

MCF-7, T47D and HEK293 cells were acquired from the American Type Culture Collection (ATCC). MCF-7 and HEK293 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 4.5 g/L glucose, 4 mM l-glutamine (DMEM, 41965, Life Technologies) and 10% fetal bovine serum (FBS, 10270, Life Technologies). T47D cells were cultured in RPMI-1640 medium (42401, Life Technologies) supplemented with 2 mM l-glutamine (25030, Life Technologies) and 10% FBS. 17b-estradiol (E2; Sigma-Aldrich) was dissolved in ethanol. For adding E2 assays, cells were cultured in charcoal-stripped FBS (Gibco, 12676-029) treated with phenol red-free DMEM (Gibco, 11330-057). All cell lines were characterized by cell line authentication. Cell line authentication via short tandem repeat (STR) was performed via the Promega Power Plex 21 system. The STR data of the MCF-7 and T47D cell lines were consistent with the STR data in ATCC.

### Plasmids and siRNA

The Flag-TRIM-3 plasmid was acquired from OriGene. The ER alpha full-length and deletion constructs were described in a previous study [20]. The TRIM3 and ER alpha deletion variants were subcloned from the original plasmids. The HA-Ub-K48, HA-UbKO, HA-Ub-K63 and HA-Ub plasmids were used in a previous study. The estrogen response element (ERE)-TK reporter and Renilla plasmids were used in a previous study and transfected with Lipofectamine 2000 (1662298, Invitrogen). Small interfering RNAs were used for knockdown of specific genes knocking down. The website of https://www.sigmaaldrich.cn/ was used to design the sequence of siTRIM3. The TRIM3 siRNA sequences were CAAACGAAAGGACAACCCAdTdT, UGGGUUGUCCUUUCGUUUGdTdT, GCAACAACCAGUGUAUUCAdTdT, and UGAAUACACUGGUUGUUGCdTdT. 

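These 4 strands form 2 siRNA duplexes against TRIM3, called TRIM3 siRNA A and TRIM3 siRNA B here in the order of the listing. In GRCh38, TRIM3 lies on the minus strand of chromosome 11, and its transcript ENST00000525074.5 has 12 exons, 3044 nt and a coding sequence of 744 codons (GENCODE v29). The sense strand of siRNA A, CAAACGAAAGGACAACCCA, matches chromosome 11 from 6456325 to 6456343, in the coding part of exon 6 from codon 461 on. The transcript around it reads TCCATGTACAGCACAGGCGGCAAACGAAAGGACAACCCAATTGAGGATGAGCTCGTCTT. The sense strand of siRNA B matches chromosome 11 from 6456073 to 6456091, in the coding part of exon 7 from codon 505 on, within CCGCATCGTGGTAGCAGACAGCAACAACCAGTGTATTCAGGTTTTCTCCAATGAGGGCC. Both sites are present in 5 of the 5 coding transcripts of TRIM3 in the basic set of GENCODE v29. No coding transcript of another gene in this set holds a full match to either, and noncoding transcripts were not searched. A guide strand can also pair through its seed, bases 2 to 8 from its 5′ end, with 3′ UTRs of other transcripts, and such a seed match is given in these passages beside the named genes that carry one. Matches of bases 2 to 7 only are not marked, such as the 7mer-A1 sites of siRNA B in TNFAIP3 and FN1.

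**Figure D1:**
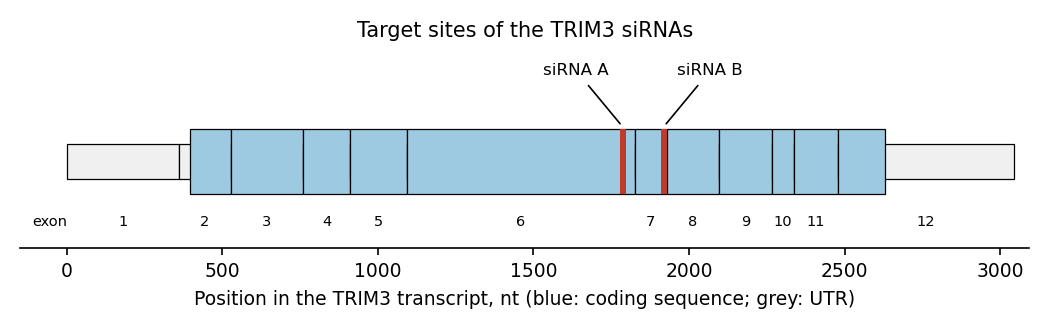
Map of the TRIM3 transcript ENST00000525074.5 to scale, with the position in nt on the horizontal axis, exons as numbered boxes, coding sequence in blue and UTR in grey. The target sites of siRNA A at 1778 to 1796 nt and of siRNA B at 1909 to 1927 nt, in red, both lie in the coding sequence.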

The negative control siRNA sequences were UUCUCCGAACGUGUCACGUTT and ACGUGACACGUUCGGAGAATT. RNAiMAX reagent (13778150, Invitrogen) was used for siRNA transfection.

### RNA extraction and RT–PCR analysis

RNeasy plus mini kits were used to extract total RNA (Qiagen). RT–PCR was performed as previously described [21]. 36B4 was used as the internal control. The primer sequences were as follows. 36B4 F: GGCGACCTGGAAGTCCAACT, R: CCATCAGCACCACAGCCTTC. GREB1 F: CGT GTG GTG ACT GGA GTA GC, R: ACC TCT TCA AAG CGT GTC GT. ER F: GCT ACG AAG TGG GAA TGA TGA AAG, R: TCT GGC GCT TGT GTT TCA AC. PS2 (TFF1) F: TGG GCT TCA TGA GCT CCT TC, R: TTC ATA GTG AGA GAT GGC CGG. The PrimerBank (harvard.edu) was used to design the sequence of primers used.

### Quantification of cell viability

MCF-7 and T47D cells were transfected with siTRIM3 or siControl in 24-well plates. Twenty-four hours after transfection, the cells were counted, and 4000 cells were seeded into 96-well plates. The relative cell viability was measured at the indicated time points. Cell numbers were determined using WST-1 cell proliferation reagent as previously described [21].

### Wound healing assay

Fifty nanograms of TRIM3 siRNA or siControl was transfected into MCF-7 or T47D cells. After 24 h, cells were seeded into 12-well plates in medium with 1% FBS. The cells were 100% confluence. Yellow pipette tips were applied for scratching straight lines. The wound width was measured at the indicated time points and normalized to the width at the initial time point. The wound healing recovery was expressed as [1 − (width of the wound at a given time/width of the wound at t = 0)] × 100%.

### Transwell assay

The cell migration capacity was measured using modified two-chamber plates as previously described. For the migration assay, MCF-7 and T47D cells were transfected with 50 µM TRIM3 siRNA or siControl. To stimulate migration, the bottom wells were filled with complete medium, while FBS-free medium was added to the upper chambers. After 12 h, the cells were carefully removed, and the cells that invaded through the membrane were fixed and stained with crystal violet staining solution. Cells were counted by using a microscope.

### Lentivirus-mediated knockdown of TRIM3 expression

The lentiviral shTRIM3 vectors were generated via ligation of hybridized oligos (below) into the pLVX lentiviral vector (linearized with BsmBI (NEB)) using T4 DNA ligase (NEB). The sense strand of the nucleotide sequence of the shRNA targeting TRIM3 was 5-CAAACGAAAGGACAACCCA-3. The website of https://www.sigmaaldrich.cn/ was used to design the sequence of shTRIM3. The lentiviral vectors were cotransfected with the psPAX2 and pMD2.G into HEK293T cells using Lipofectamine 2000 (Invitrogen). Medium containing viral particles was collected 48 h after transfection and passed through a 0.45 μM filter. MCF-7 cells were transduced with viral supernatant supplemented with 8 μg/mL polybrene (Sigma–Aldrich). Stably transfected cells were selected with 6 μg/mL puromycin (Solarbio).

### Mouse xenograft model

M-NSG(NOD-Prkd^cscid^IL2rg^em1^/Smoc) mice for the xenograft model were purchased from Shanghai Model Organisms Center, Inc. Four-week-old female M-NSG mice (n = 6 for each group) were implanted with slow-release 17 beta-estradiol pellets (0.72 mg/90-day, Innovative Research of America). After 24 h, approximately 4 × 10^6^ MCF-7 cells together with Matrigel solution were injected into the mammary fat pad of each mouse. The tumor sizes were measured every 5 days. The tumor volume was calculated using the equation volume = (width^2^) × length/2. All animal experiments were approved by the Ethics Committee of Xinxiang Medical University. All animals were kept under a specific pathogen-free (SPF) and temperature-controlled environment with a 12 h light/12 h dark cycle and free access to food and water.

### Western blotting

Cells were harvested and lysed with RIPA buffer. Proteins were separated by SDS–polyacrylamide gel electrophoresis (PAGE) and electrotransferred to PVDF membranes. The antibodies used in this study were as follows: anti-TRIM3 (HAP043396, Sigma, 1:2000), anti-ER alpha (D8H8, 8644, Cell Signaling Technology, 1:2000), anti-HA (MMS-101R, COVANCE, 1:1000), anti-Myc (9E10, ab32, Abcam, 1:1000), anti-actin (A5441, Sigma, 1:10,000), anti-Flag (20543-1-AP, Proteintech, 1:2000), and anti-GFP (ab290, Abcam, 1:4000). Membranes were then washed with PBS three times and incubated with the following secondary antibodies: Peroxidase-Conjugated AffiniPure Goat Anti-Mouse IgG or Goat Anti-Rabbit IgG. Fluorescence signals were visualized with an ECL system (Amersham imager 600, USA).

### Luciferase assay

The luciferase activity of estrogen signaling was determined using the Dual-Luciferase Reporter kit (Promega, Germany). The ERE luciferase reporter was transfected together with the Renilla plasmid into the cells. Luciferase activity was measured after 24 h.

### Coimmunoprecipitation (Co-IP) assay

Immunoprecipitation was performed as described in a previous study [20]. MCF-7 total cell lysates were precleared with rabbit IgG for 2 h and subsequently immunoprecipitated with an anti-ER alpha antibody (SC8005, Santa Cruz, 1:200) overnight, while rabbit IgG (Santa Cruz, 1:200) was used as the negative control. The bound proteins were analyzed by immunoblotting with an anti-TRIM3 antibody (HAP043396, Sigma, 1:2000). For the overexpression experiment, HEK293 cells were transfected with 5 μg of GFP-TRIM3 (full-length or domain deletion mutants) and ER alpha plasmid (full-length or domain deletion mutants) in 10 cm dishes. Cell lysates were precleared with IgG and subsequently incubated with an anti-GFP (ab290, Abcam, 1:200) antibody, while rabbit IgG was used as the negative control. The bound proteins were analyzed by western blotting.

### Polyubiquitination assay

To directly detect the enriched overall ubiquitinated, K63-ubiquitinated, monoubiquitinated and K48-ubiquitinated ER alpha from the cell extracts, HEK293 cells were transfected with 4 μg of Ub, 4 μg of K63 Ubi, 4 μg of Ub-KO or 4 μg of K48 Ubi plasmid, 2 μg of ER alpha, and 0.5 μg of GFP-TRIM3 or GFP-vector. After 48 h, total protein was extracted and precleared with 20 μl protein A (Santa Cruz, SC-2001) for 2 h. The supernatant was collected and immunoprecipitated with an anti-ER alpha antibody (SC8005, Santa Cruz, 1:200) overnight. Western blotting with an anti-HA antibody was performed to detect specific ubiquitinated forms of ER alpha.

### Immunofluorescence assay

MCF-7 cells were fixed with 4% paraformaldehyde in PBS for 10 min, permeabilized with 0.2% Triton X-100 for 5 min and blocked with 5% BSA in PBS for 1 h. Rabbit anti-TRIM3 (HAP043396, Sigma, 1:200) and mouse anti-ERα monoclonal antibodies (SC-56833, 1:200) were used, followed by an Alexa Fluor 647 (Invitrogen, 1:400) anti-rabbit antibody and a FITC-conjugated anti-mouse antibody (Jackson ImmunoResearch, West Grove, PA, 1:400). As negative controls, samples were incubated with secondary antibodies without primary antibodies. Images were acquired under conditions fulfilling the Nyquist criterion using a Nikon A+ laser scanning confocal system with a 60X oil NA1.4 objective and pinhole size of 1.0 Airy units. The acquired images were further processed and assembled using ImageJ.

### Clinical breast tumor samples

One hundred and twenty-three formalin-fixed paraffin-embedded breast cancer samples were collected from the Department of Pathology, Shandong Qilu Hospital. All breast tumor samples were examined to determine the TRIM3 status, ER alpha status, PR status, and HER2 status by pathological specialists. The pathological grade and the lymph node metastasis status of each sample were also examined by pathological specialists. This study was reviewed and approved by the Ethical Board at Qilu Hospital of Shandong University with written informed consent from all patients.

### Analysis of publicly available clinical data

TRIM3 tumor RNA-seq data (TCGA) in breast cancer can be downloaded from the Genomic Data Commons (GDC) data portal website (https://portal.gdc.cancer.gov/). Expression analysis of luminal A-, luminal B-, HER2-positive and triple-negative breast cancer tissues and normal tissues was performed by GraphPad Prism 8. For the correlation analysis between TRIM3 and ER target genes, MORPHEUS (https://software.broadinstitute.org/morpheus/) was used to generate a gene correlation heatmap, and Spearman correlation analysis between genes was performed by cBioPortal (http://www.cbioportal.org/) using 1084 samples of breast invasive carcinoma (TCGA, PanCancer Atlas). Analysis of the association of TRIM3 expression with clinical prognosis was carried out using the KMPLOT database (https://kmplot.com). Analysis of the correlation of TRIM3 expression with ER alpha target gene (TFF1 and GREB1) expression was carried out with 1080 breast cancer samples from the TCGA database.

### Computational analysis of RNA sequencing data

Pathway analysis of differentially expressed genes (DEGs) (*P* value < 0.05 and fold change > 1.5) was performed using hallmark gene sets and KEGG pathways in Metascape (https://metascape.org), and a heatmap was generated by http://www.bioinformatics.com.cn, a free online platform for data analysis and visualization. A volcano plot of the DEGs (threshold *P* < 0.05 and fold change > 1.5) was generated using OmicStudio tools (https://www.omicstudio.cn/tool). For gene set enrichment analysis (GSEA), the HALLMARKS_ESTROGEN_RESPONSE_LATE gene sets were used and downloaded from Molecular Signatures Database v7.4. GSEA was implemented using GSEA 4.1.0 software with default parameters.

### Statistics

Student's t test, Pearson correlation analysis, and Cox regression analysis were used for comparisons. A *P* value of < 0.05 was considered to be significant.

## Results

### TRIM3 expression is elevated in breast tumors and is required for the growth and migration of ER-positive breast cancer

In the TCGA database, we analyzed TRIM3 expression in each subtype of breast cancer and found that TRIM3 expression was increased in Luminal A, Luminal B and HER2 positive subtypes compared with normal breast tissues. However, in triple-negative breast cancer, the expression of TRIM3 is opposite (Fig. 1a). In addition, the expression of TRIM3 was significantly elevated in ER-positive breast cancer tissues compared with normal tissues and decreased in ER-negative breast cancer tissues (Fig. 1b). Furthermore, from the survival data analysis, we observed that the high expression of TRIM3 was correlated with a poor survival rate in patients receiving endocrine therapy (Fig. 1c) (https://kmplot.com/analysis/). We utilized two independent siRNAs to test the effect of TRIM3 on breast cancer cells. The knockdown efficiency of the siRNAs is shown in Fig. 1d. In the CCK-8 assay, TRIM3 knockdown decreased the proliferation rate of MCF-7 and T47D cells (Fig. 1e, f). We further investigated the role of TRIM3 in cell migration. The wound healing assay showed that TRIM3 depletion reduced the wound closure rate in both MCF-7 and T47D cells (Fig. 1g, h). The trans-well assay indicated that TRIM3 depletion reduced the cell migration capability in both MCF-7 and T47D cells (Fig. 1i, j). Next, we investigated the role of TRIM3 in tumor growth in xenograft mouse models. Our data showed that TRIM3 depletion by lentivirus-based shRNA slowed breast tumor growth (Fig. 1k–m). All these experiments might indicate the oncogenic role of TRIM3 in ER-positive breast cancer cells.

**Fig. 1:**
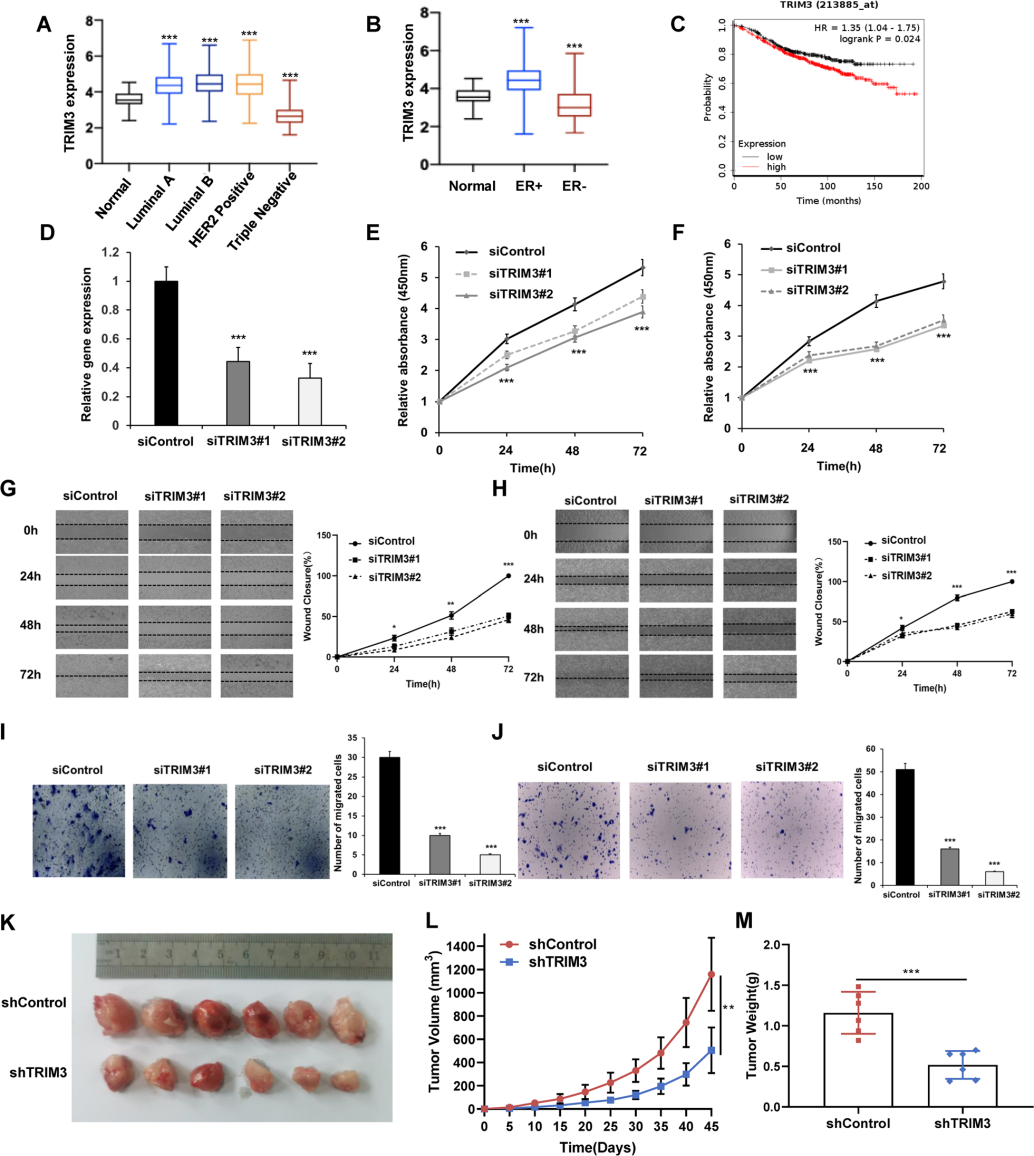
TRIM3 is required for ER alpha-positive breast cancer progression. **a** The distribution of TRIM3 expression in luminal A-, luminal B-, HER2-positive and triple-negative breast cancer tissues and normal tissues. ***P < 0.001. **b** The distribution of TRIM3 expression in ER-positive and ER-negative breast cancer tissues and normal tissues. ***P < 0.001. **c** TRIM3 correlated with poor endocrine therapy outcomes in a publicly available database (https://kmplot.com). **d** TRIM3 mRNA levels in MCF-7 cells were determined by RT–PCR after treatment with TRIM3 siRNA. ***P < 0.001 (Student’s t test). **e** and **f** The CCK-8 assay was used to determine cellular viability at the indicated time points in MCF-7 and T47D cells transfected with siControl or siTRIM3. Experiments were done in triplicate. ***P < 0.001 for cell growth comparisons. **g** and **h** Wound healing assays were utilized to assess the migratory ability of MCF-7 and T47D cells. Quantification of wound closure at the indicated time points. Data are presented as ± SD values. *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s t test). **i** and **j** Transwell assays were utilized to assess the migratory ability of MCF-7 and T47D cells. The cell number was counted, and the data are presented as ± SD values. ***P < 0.001 (Student’s t test). **k**–**m** MCF-7 cells stably transfected with lentivirus carrying shControl or shTRIM3 were subcutaneously injected into the mammary fat pad of each M-NSG mouse. Image of tumors from M-NSG mice transfected with shControl or shTRIM3 MCF-7 cells (**k**). Tumor growth (**l**) and tumor weight (**m**) of subcutaneous xenografts differed significantly in mice injected with shControl and shTRIM3 MCF-7 cells (n = 6; Student's t test; **P < 0.01, ***P < 0.001, shTRIM3 vs. shControl)

### TRIM3 depletion decreases the expression of ER target genes in breast cancer cells

Since we showed that TRIM3 is an important factor in cell proliferation and migration in ER-positive breast cancer cells, we further investigated the role of TRIM3 at the transcriptome-wide scale. 

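MCF-7 is an ER-positive luminal breast cancer cell line that proliferates in response to estrogen. Total RNA of MCF-7 cells transfected with negative control siRNA (siControl) or TRIM3 siRNA (siTRIM3) was sequenced in 3 libraries per group, at 50 nM siRNA as the sample labels give it. TRIM3, the E3 ubiquitin ligase that was targeted (NCBI gene 10612, chromosome 11 from 6448613 to 6474459 in GRCh38), was at 7.09 ± 0.595 FPKM (SD, n = 3) in siControl cells and 2.65 ± 0.351 FPKM (SD, n = 3) in siTRIM3 cells, or 37.4% of the siControl mean. Its log2 fold change was −1.15 (standard error 0.096, adjusted p = 4.31e-06 from limma). Each siTRIM3 library, from 2.32 to 3.02 FPKM, was below each siControl library, from 6.43 to 7.58 FPKM (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). RPLP0, a ribosomal protein gene that the paper uses as a reference, had a log2 fold change of 0.067 (standard error 0.075, adjusted p = 0.587 from limma). The paper's text and the labels do not say which TRIM3 siRNA these libraries received, or whether the libraries of a group came from separate cultures, so the tests measure the spread between libraries only.

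The deposited table gives 1 value per library for 17926 NCBI gene IDs, made by the submitters with HISAT2 alignment and RSEM on hg38, whose versions are not stated. No source names the unit. The values were taken as FPKM (fragments per kilobase of transcript, scaled to the fragments of the library), because they are not whole numbers and their sums differ between libraries. These sums were 482315.2, 502396.6 and 487167.3 in siControl and 491411.8, 514559.3 and 500470.7 in siTRIM3 libraries. The table lists no mitochondrial genes, so TPM, a like unit with equal sums only over all genes, is not excluded. The number of reads is not given, so the depth is unknown. From the smallest values above 0, the libraries were estimated at 0.95 to 1.04 times the depth of siControl library 1, a rough figure that rests on 37 to 47 genes per library. The 11561 genes with at least 1 FPKM in at least 3 of the 6 libraries were compared as log2(FPKM + 1) with the trend option of limma, and p values were adjusted by the Benjamini-Hochberg method over these genes. All log2 fold changes are siTRIM3 against siControl on this scale, which lies closer to 0 than the ratio of mean FPKM for genes of low expression.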

We depleted TRIM3 in MCF-7 cells for whole-genome expression analysis. 

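TIMP3, an inhibitor of matrix metalloproteinases, had the largest fall among the genes with a group mean of at least 5 FPKM, from 43.2 ± 1.48 FPKM in siControl to 9.32 ± 0.681 FPKM in siTRIM3 libraries (SD, n = 3 each). The siTRIM3 mean was 0.216 times the siControl mean (adjusted p = 1.01e-09 from limma), and its 3′ UTR holds a seed match of TRIM3 siRNA B. AREG, a ligand of the EGF receptor with no such match, fell from 58.6 ± 5.67 to 16.1 ± 1.05 FPKM (SD, n = 3 each), or to 0.276 times the siControl mean. Falls of a log2 fold change from −1.42 to −1.14 were measured for HPGD, which inactivates prostaglandins, for the chemokine CXCL10, for the interferon-induced gene IFIT2, for RBM24, PDLIM3 and IGFBP5, and for the secreted trefoil factor TFF3, with adjusted p from 1.55e-07 to 6.15e-05 from limma. Of these, IFIT2, RBM24 and PDLIM3 carry a seed match of siRNA B and IGFBP5 one of siRNA A.

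The largest rise under the same minimum was that of GPNMB, a transmembrane glycoprotein, from 4.24 ± 0.227 to 13.7 ± 1.01 FPKM (SD, n = 3 each; log2 fold change 1.49, standard error 0.084, adjusted p = 1.55e-07 from limma). CGA, the alpha subunit of the glycoprotein hormones, rose with a log2 fold change of 1.25 (adjusted p = 5.99e-07 from limma), and HSPB8, a small heat shock protein, with 0.90 (adjusted p = 1.16e-06 from limma). ROM1, TCTA, GPR137B, EEIG2 and HGD also rose, with log2 fold changes from 0.80 to 0.99 and adjusted p from 8.23e-06 to 0.000216 from limma, and EEIG2 carries a seed match of siRNA B. In all, 847 genes were higher and 967 were lower at an adjusted p under 0.05, together 15.7% of the genes tested. For 34.1% of the genes the 3 siTRIM3 libraries lay all above or all below the 3 siControl libraries, where chance gives 10%. A per-gene equal-variance two-sample test without moderation called 189 higher and 218 lower genes, and without the filter on low values 515 genes were higher. With 1 library left out, limma called 489 to 1099 higher and 567 to 1165 lower genes.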

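Interferon-stimulated genes, which act in antiviral defense, were lower as a group: of 39 measured members of a list written before the data were examined, 21 were lower and none was higher at an adjusted p under 0.05 (22 lower and 1 higher when adjusted over the list alone). IFIT3 fell from 231.6 ± 4.62 to 133.5 ± 9.77 FPKM (SD, n = 3 each) and carries a seed match of siRNA B, while OAS2, which senses double-stranded RNA, fell from 160.7 ± 7.32 to 97.6 ± 6.76 FPKM (SD, n = 3 each) and carries none. Of 30 genes of the TNF and NF-κB response, 10 were lower and 1 was higher (13 and 1 adjusted over the list alone). The transcription factors EGR1, ATF3 and IRF1 had log2 fold changes of −1.04, −0.51 and −0.48, the NF-κB inhibitor TNFAIP3 one of −0.60, and KLF6, the higher member, which has a seed match of siRNA A, one of 0.34, with an adjusted p of 0.00902 from limma and of 0.0502 without siTRIM3 library 1. Of 35 cytokine and receptor genes, 9 were lower and 1 was higher (10 and 1 adjusted over the list alone), with log2 fold changes of −1.02 for CX3CL1, −0.48 for CXCL12, also a member of the estrogen-induced list, −0.43 for IL20, which has a seed match of siRNA B, and 0.28 for PDGFB, the higher member. The call of PDGFB (adjusted p = 0.0468 from limma) was lost without siControl library 1 or 3 or any one siTRIM3 library (adjusted p from 0.0658 to 0.188), without the filter (0.114) and with the replicate number as a block (0.076). The adjusted p from camera, a test of a list against all other genes with a preset correlation of 0.01, was 2.18e-11 for the interferon, 0.000405 for the TNF and 0.0215 for the cytokine list. With an estimated correlation the adjusted p was 0.0693, 0.345 and 0.449.

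Other groups moved in both directions, and camera at the preset correlation did not separate them from the rest of the genes. Of 22 xenobiotic metabolism genes, 5 were higher and 3 lower (7 and 5 adjusted over the list alone; camera adjusted p = 0.182). UGT1A6, a glucuronosyltransferase, rose with a log2 fold change of 1.31, although it shares exons with the other UGT1A genes and reads of these can be counted to it. CYP1A1, an oxidase induced by aryl hydrocarbons, rose with 0.68, whereas UGT2B15, which conjugates steroids, fell with −1.03. UGT2B15 was near the filter, at 1.56 FPKM in siControl and 0.247 FPKM in siTRIM3 libraries. Of 31 genes of axon guidance and adhesion, 8 were higher and 5 lower (8 and 6 adjusted over the list alone; camera adjusted p = 0.459), among them the ligand EFNB2 with 0.61 and the netrin receptor UNC5B with −0.45. Of 31 neuroactive receptor genes, 6 were higher and 4 lower (6 and 5 adjusted over the list alone; camera adjusted p = 0.993), such as the receptors P2RY6 with 0.62 and ADRA2C with 0.65 against the prostaglandin receptor PTGER4 with −0.71. The median log2 fold changes of these 2 lists were −0.01 and −0.03, and their means 0.04 and 0.01. Of 19 mesenchymal and matrix genes, 2 were lower and 2 higher (2 and 2 adjusted over the list alone; camera adjusted p = 0.459), the matrix proteins THBS1 and FN1 with −0.67 and −0.57, the collagen cross-linking enzyme LOXL2 with 0.80 and the integrin ITGAV with 0.36. FN1 was near the filter, at 1.31 FPKM in siControl and 0.56 FPKM in siTRIM3 libraries. LOXL2 did not pass the test without the filter (adjusted p = 0.107, range over its alternatives 7.37e-05 to 0.242), and ITGAV did not pass without siControl library 1 or 2 or siTRIM3 library 1 or 3 (adjusted p from 0.0534 to 0.148 from limma) or without the filter (0.156). Of 40 proliferation genes, 7 were lower and 2 higher (13 and 4 adjusted over the list alone; camera adjusted p = 0.134; fry, which tests a list against no change and not against other genes, gave an adjusted p of 0.0184), with the mitotic genes PLK1 and CCNB1 at −0.41 and −0.38 and TYMS, which makes thymidylate, at 0.31.

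**Figure D2:**
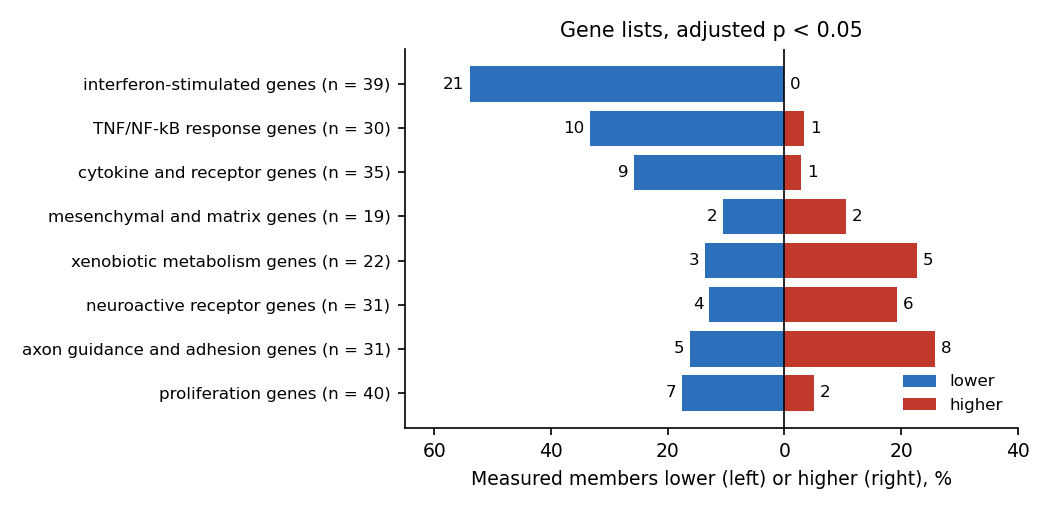
Share of the measured members of 8 gene lists, in percent on the horizontal axis, that were lower (blue, left) or higher (red, right) in siTRIM3 than in siControl libraries at an adjusted p under 0.05 from limma, with the number of genes at each bar. The interferon list has 21 lower genes and 0 higher ones, and the axon guidance list 5 and 8.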

Hallmark gene set and KEGG pathway analysis in Metascape (https://metascape.org) showed that TRIM3 depletion affects several aspects of cancer biological processes. 

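Of 86 measured genes induced by estrogen, such as TFF1, AREG and RET, 13 (15.1%) were lower at an unadjusted p under 0.05 and a fold change above 1.5, against 128 of the 11475 other genes (1.12%). The odds ratio was 15.8 (95% confidence interval 7.82 to 29.6, p = 3.07e-11, two-sided Fisher's exact test). This test was planned for the estrogen-induced list. It was extended to the other gene lists after the data were seen, and among the 21 lists the estrogen-induced list had the smallest adjusted p (6.45e-10). Interferon-stimulated genes came next, with 7 members in the group and an odds ratio of 18.6 (95% confidence interval 6.8 to 43.9, adjusted p = 4.03e-06). TNF response genes had an adjusted p of 0.27, cytokine and receptor genes 0.284 and mesenchymal and matrix genes 0.536, with 2, 2 and 1 members in the group. By camera, which uses the fold changes of all genes and no threshold, the order differed: the interferon list had the smallest adjusted p, followed by a list of ESR1 and ER target genes that the paper names and then by the estrogen-induced list. Genes are not independent replicates in these tests, and with an estimated correlation none of the 21 lists passed camera. For the lists of ER stress genes and of the paper's ER targets, the estimated correlation was −0.001 and −0.012, below the preset 0.01. A higher correlation than preset thus does not account for the loss of these lists. The unadjusted camera p of the paper's ER targets still rose from 2.85e-07 to 0.00614. The setting therefore changes more of the test than the correlation. Calls lost with it cannot be put down to correlation between genes alone. Fry, which tests a list against no change, gave adjusted p of 0.000862 for the interferon, paper ER target and ER stress lists. It gave 0.00557 for the estrogen-induced, 0.0244 for the TNF and 0.0184 for the cytokine list.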

Interestingly, among the downregulated signaling pathways, the estrogen signaling pathway ranked first (Fig. 2a, b). 

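TFF1, GREB1, MYB, PKIB, CCND1 and ESR1, ER target genes or in the last case the gene of ER alpha itself, were lower in siTRIM3 cells. TFF1, a secreted trefoil peptide also known as PS2 (chromosome 21 from 42362282 to 42366535), was at 2930 ± 304 FPKM (SD, n = 3) in siControl and 1482 ± 121 FPKM (SD, n = 3) in siTRIM3 libraries. Its log2 fold change was −0.98 (standard error 0.089, adjusted p = 8.11e-06 from limma). GREB1, a cofactor of ER alpha (chromosome 2 from 11482888 to 11642788), fell from 72.0 ± 3.77 to 47.5 ± 2.67 FPKM (SD, n = 3 each; log2 fold change −0.59, standard error 0.070, adjusted p = 8.67e-05 from limma). MYB, a transcription factor, and PKIB, an inhibitor of protein kinase A, had log2 fold changes of −0.56 (adjusted p = 0.000712 from limma) and −0.46 (adjusted p = 0.00193 from limma). CCND1, which encodes cyclin D1, had one of −0.33 (adjusted p = 0.0059 from limma), and PDZK1 one of −0.18 that did not pass the test (adjusted p = 0.181 from limma). In the two-sample test without moderation MYB, PKIB and CCND1 did not pass (adjusted p = 0.0674, 0.108 and 0.0959), whereas TFF1 and GREB1 did. Of 7 measured genes in a list of ESR1 and the ER target genes that the paper names, 6 were lower, ESR1 among them, and none was higher (6 lower when adjusted over the list alone). Some of them are the genes marked in Fig. 2c from these libraries, so this count is not independent evidence of a direction. Camera gave an adjusted p of 2.99e-06, and an adjusted p of 0.0693 with an estimated correlation.

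ESR1 fell from 21.6 ± 1.58 to 16.8 ± 1.38 FPKM (SD, n = 3 each; log2 fold change −0.35, standard error 0.082, adjusted p = 0.0111 from limma). Its 3′ UTR holds a seed match of TRIM3 siRNA B, and its call was lost without siControl library 1, without siTRIM3 library 2 and without moderation (adjusted p = 0.0581, 0.0579 and 0.12 from 11 alternatives that range from 0.0042 to 0.12). PGR, the progesterone receptor, was under the filter, at 0.78 ± 0.12 FPKM in siControl and 0.177 ± 0.035 FPKM in siTRIM3 libraries (SD, n = 3 each). Tested without the filter it was lower (log2 fold change −0.59, log2 ratio of mean FPKM −2.14, adjusted p = 0.00261 from limma), and it carries 2 seed matches of siRNA B. No seed match of either TRIM3 siRNA was found in TFF1, GREB1, MYB or PKIB. At an unadjusted p under 0.05 and a fold change above 1.5, 68 genes were higher and 141 lower, TFF1 and GREB1 among them. A pseudocount of 0.1 in place of 1 gave 147 higher and 258 lower genes, MYB among the latter.

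**Figure D3:**
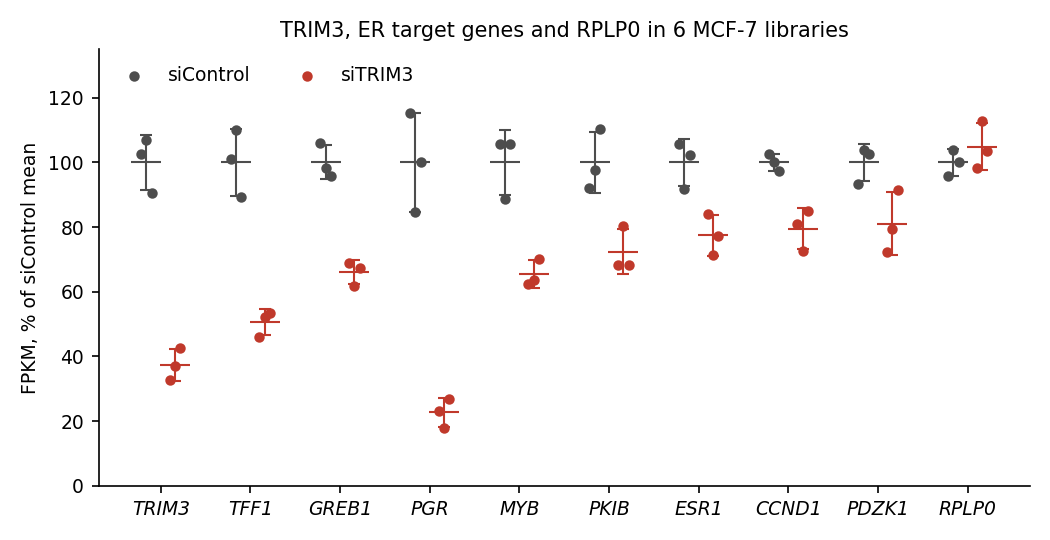
FPKM of TRIM3, of ER target genes, of ESR1 and of RPLP0 in each of the 6 libraries, in percent of the siControl mean of the gene on the vertical axis. Points are libraries and lines the mean and SD of 3 libraries of siControl (grey) or siTRIM3 (red) cells. TFF1 lay between 45.9% and 53.6% and PGR between 17.9% and 26.9% in siTRIM3 libraries, whereas RPLP0 overlapped between the groups.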

The volcano plot showed that canonical ER target genes were enriched among the downregulated genes in TRIM3 siRNA MCF-7 cells (Fig. 2c). 

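Across a list of genes induced by estrogen in breast cancer cells, written from general knowledge before the data were examined and not the gene set of Fig. 2d, 29 of 86 measured genes were lower and 8 were higher at an adjusted p under 0.05 (38 and 12 when adjusted over the list alone). Camera gave an adjusted p of 5.93e-06, and an adjusted p of 0.151 with an estimated correlation. Among the other genes tested, 8.17% were lower. PRSS23, a serine protease, fell from 110.7 ± 4.87 to 59.9 ± 1.01 FPKM (SD, n = 3 each; log2 fold change −0.87, standard error 0.064, adjusted p = 1.23e-06 from limma). RET, a receptor tyrosine kinase, had a log2 fold change of −0.97, and AREG had one of −1.80 with an adjusted p of 1.34e-08 from limma. The 8 members that rose include HSPB8 and PTGES, a prostaglandin E synthase, which had a log2 fold change of 0.56 (adjusted p = 0.000843 from limma). The median log2 fold change of the list was −0.16, 62 of its 86 genes (72.1%) were below 0 against 49.9% of the other genes, and 33 (38.4%) were within the lowest 10 percent of all genes tested. Of the 29 lower members, 5 carry a seed match of a TRIM3 siRNA (17.2%, 95% Clopper-Pearson interval 5.85 to 35.8), against 16.7% of the genes tested.

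Of 13 measured genes repressed by estrogen, 2 were higher and 1 was lower (4 and 2 when adjusted over the list alone; camera adjusted p = 0.628). PIK3IP1, an inhibitor of PI3 kinase, and PSCA, a cell surface antigen, had log2 fold changes of 0.40 and 0.44, and TP53INP1, a p53-induced gene with a seed match of siRNA B, one of −0.41. PSCA was near the filter, at 0.93 FPKM in siControl and 1.62 FPKM in siTRIM3 libraries. From the GSEA of the estrogen gene set, the paper proposes that TRIM3 regulates how breast cancer cells respond to ER signaling.

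**Figure D4:**
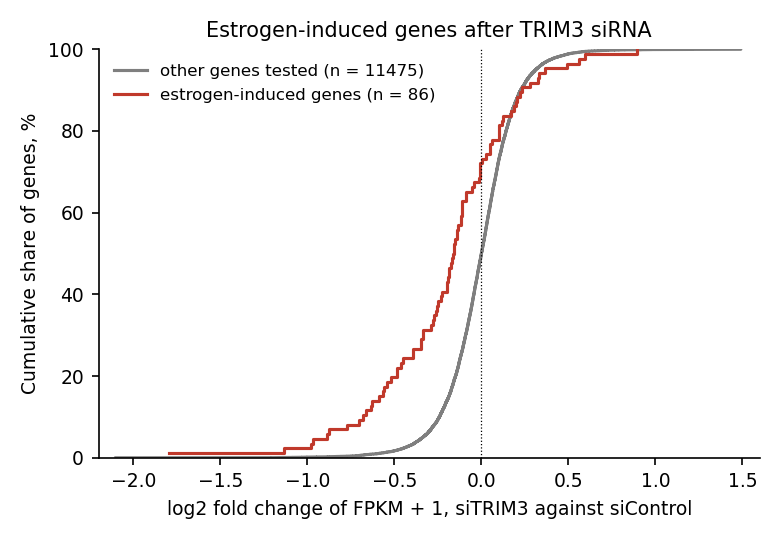
Cumulative share of genes in percent (vertical axis) by log2 fold change of FPKM + 1, siTRIM3 against siControl (horizontal axis), for 86 estrogen-induced genes (red) and the 11475 other genes tested (grey). The red curve lies to the left of the grey one over most of the range and has reached 72.1% at a fold change of 0 where the grey one has reached 49.9%.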

GSEA in Molecular Signatures Database v7.4 showed that the “estrogen response” gene set was enriched in breast cancer cells, suggesting a regulatory effect of TRIM3 on cancer cells in response to ER signaling (Fig. 2d). The heatmap showed that TRIM3 depletion affected a group of ER alpha signature genes, for example, TFF1 and GREB1 (Fig. 2e).

**Fig. 2:**
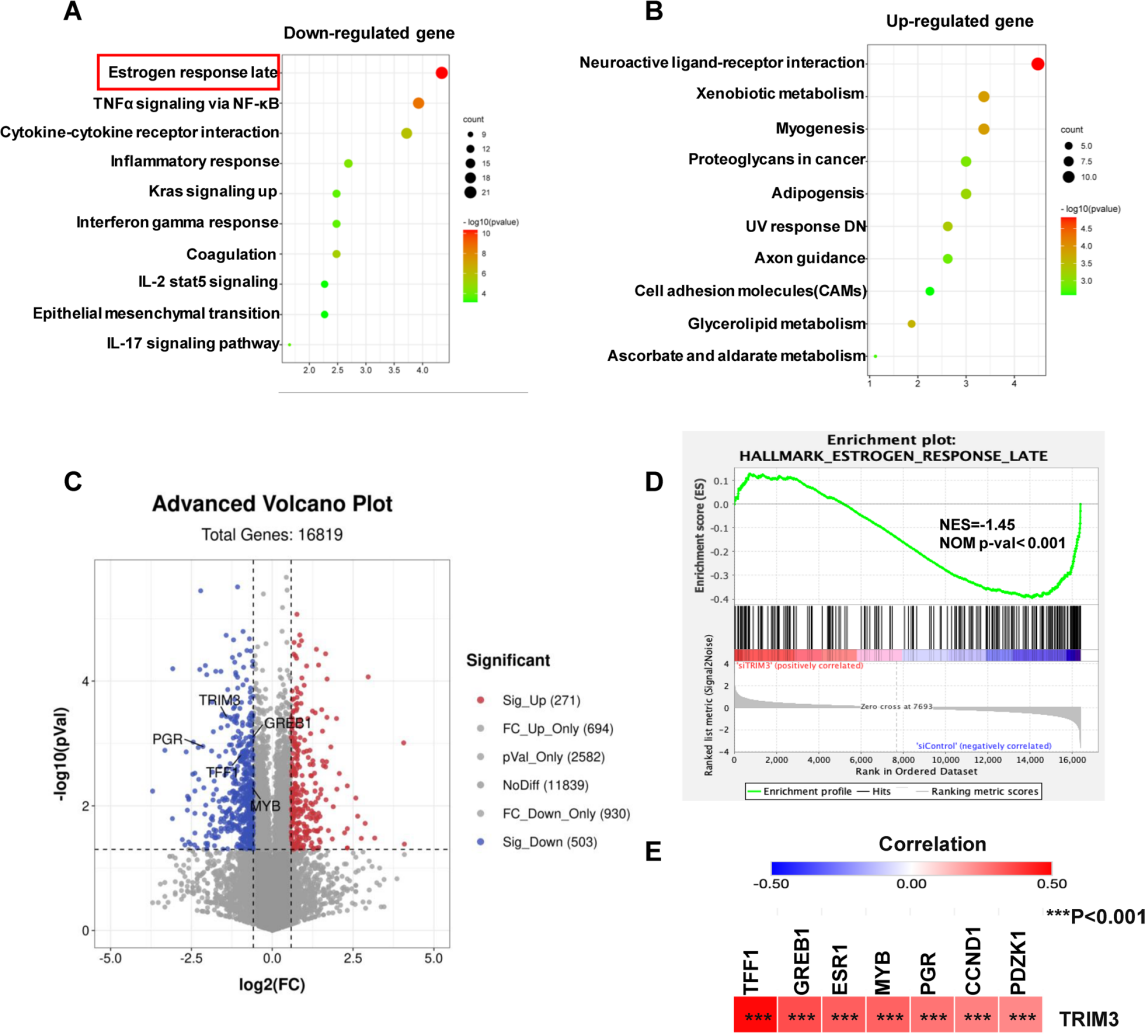
TRIM3 modulates estrogen signaling in breast cancer cells. **a** and **b** KEGG analysis of downregulated (left) and upregulated (right) genes in RNA-seq data of TRIM3 siRNA MCF-7 cells. **c** Volcano plot shows that canonical ER target genes are enriched in downregulated genes in TRIM3 siRNA MCF-7 cells. Threshold *P* < 0.01 and fold change > 2. **d** Gene set enrichment analysis (GSEA) shows enrichment of estrogen response genes in TRIM3 siRNA MCF-7 cells. **e** Heatmap of the correlation between TRIM3 and ER signaling target genes in breast invasive carcinoma (TCGA, PanCancer Atlas). Different colors represent correlation coefficients (in the diagram, red represents a positive correlation, blue represents a negative correlation), and darker colors represent stronger correlations. Asterisks represent levels of significance (***P < 0.001)

### The TRIM3 level correlates with the ER alpha protein level and the mRNA levels of its target genes in breast cancer

We further investigated the relationship between the expression of TRIM3 and canonical ER alpha target genes. In the TCGA database, we observed that TRIM3 expression was correlated with TFF1/GREB1 expression in 1080 breast tumor samples (Fig. 3a, b) (https://tcga-data.nci.nih.gov/tcga/). To analyze the correlation of the TRIM3 expression level and the expression levels of breast cancer molecular biomarkers, 123 invasive ductal breast cancer tissues were collected for immunohistochemical (IHC) analysis. We examined the protein expression levels of TRIM3, ER alpha, PR and HER2 (Fig. 3c). In addition, clinicopathological features, including pathological grade and lymph node metastasis status, were also collected. IHC analysis indicated that the protein level of TRIM3 was correlated with the ER alpha protein level (*P* < 0.001) and the PR protein level (*P* < 0.001). In addition, the TRIM3 expression level was correlated with higher pathological grade (*P* = 0.04) (Fig. 3d). Further RT–PCR experiments showed that TRIM3 depletion reduced the expression of canonical ER alpha target genes, such as PS2 and GREB1 (Fig. 3e, f). We further tested the effect of TRIM3 on ER alpha signaling activity in both vehicle-treated and E2-treated conditions. TRIM3 depletion reduced the ER alpha protein level and ER alpha target gene expression levels in vehicle-treated and E2-treated MCF-7 cells (Fig. 3g, h). To determine whether TRIM3 knockdown can influence ER alpha transcriptional activity, we performed an estrogen response element (ERE) luciferase assay in MCF-7 cells, which showed that TRIM3 depletion decreased ERE luciferase activity in MCF-7 cells (Fig. 3i).

**Fig. 3:**
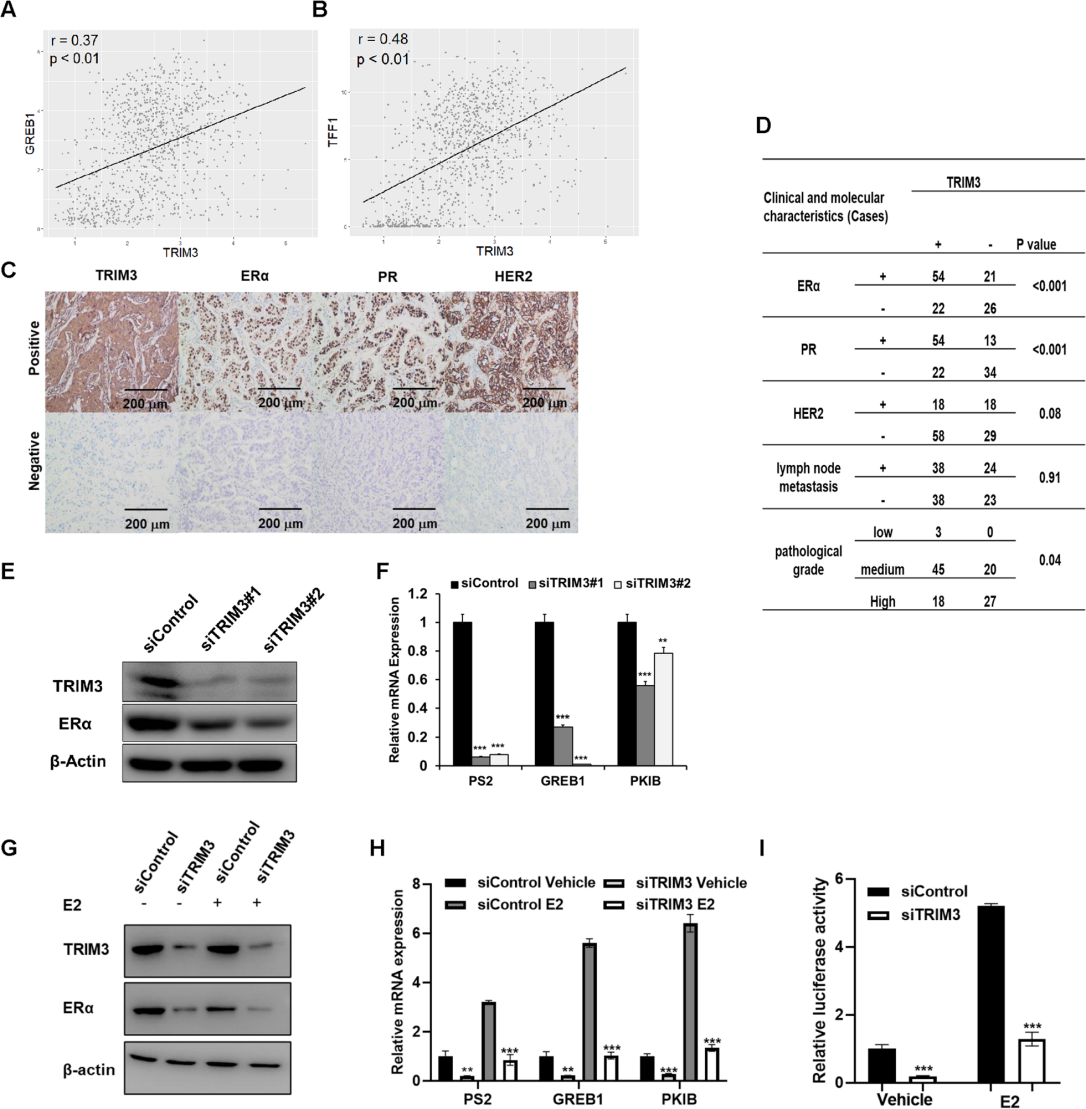
TRIM3 correlates with the ER alpha protein level and mRNA levels of its target genes in breast cancer samples. **a** and **b** Publicly available data show that TRIM3 was positively correlated with the ER alpha target genes GREB1 and TFF1 (https://www.cbioportal.org). **c** Example tumor cases showing that TRIM3 protein expression is positively correlated with ER alpha and PR protein expression in IHC analysis. **d** Statistical analysis of the correlation of TRIM3 with ER alpha expression in 123 human breast tumor samples. **e** TRIM3 and ER alpha protein levels were determined by western blotting. Actin was used as internal control. **f** PS2, GREB1, and PKIB mRNA levels were determined by RT–PCR after treatment with TRIM3 siRNA in MCF-7 cells. ***P < 0.001 for target gene expression comparison. **g**–**i** MCF-7 cells in charcoal-stripped FBS and phenol red-free DMEM were transfected with siTRIM3 or siControl. After 48 h, cells were treated with either ethanol or 10 nM estradiol for 6 h. TRIM3 and ER alpha protein levels were determined by western blot analysis. Actin was used as internal control (**g**). PS2, GREB1, and PKIB mRNA levels were determined by RT–PCR (**h**). Luciferase activity was measured after transfection (**i**). Data are presented as ± SD values. ***P < 0.001 (Student’s t test)

### TRIM3 associates with ER alpha and modulates ER alpha protein stability

We further examined the protein localizations of TRIM3 and ER alpha in breast cancer cells. Immunofluorescence staining indicated that ER alpha was mainly localized in the nucleus, while TRIM3 was localized in both the cytosol and the nucleus (Fig. 4a). The endogenous immunoprecipitation (IP) assay showed that the TRIM3 protein can associate with the ER alpha protein in MCF-7 cells (Fig. 4b). We further investigated the biological function of this association. ER alpha can promote its own mRNA transcription, making it difficult to distinguish the direct role of TRIM3 in modulating ER alpha mRNA or protein levels in the cell lines with endogenous ER alpha expression. We utilized HEK293 cells, which do not exhibit endogenous ER alpha expression, to investigate the mechanism. Co-overexpression of ER alpha and TRIM3 in HEK293 cells showed that TRIM3 elevated the ER alpha protein level (Fig. 4c), an effect that was minimized by treatment with the proteasome inhibitor MG132 (Fig. 4d). The protein half-life assay showed that TRIM3 increased the protein stability of ER alpha (Fig. 4e, f).

**Fig. 4:**
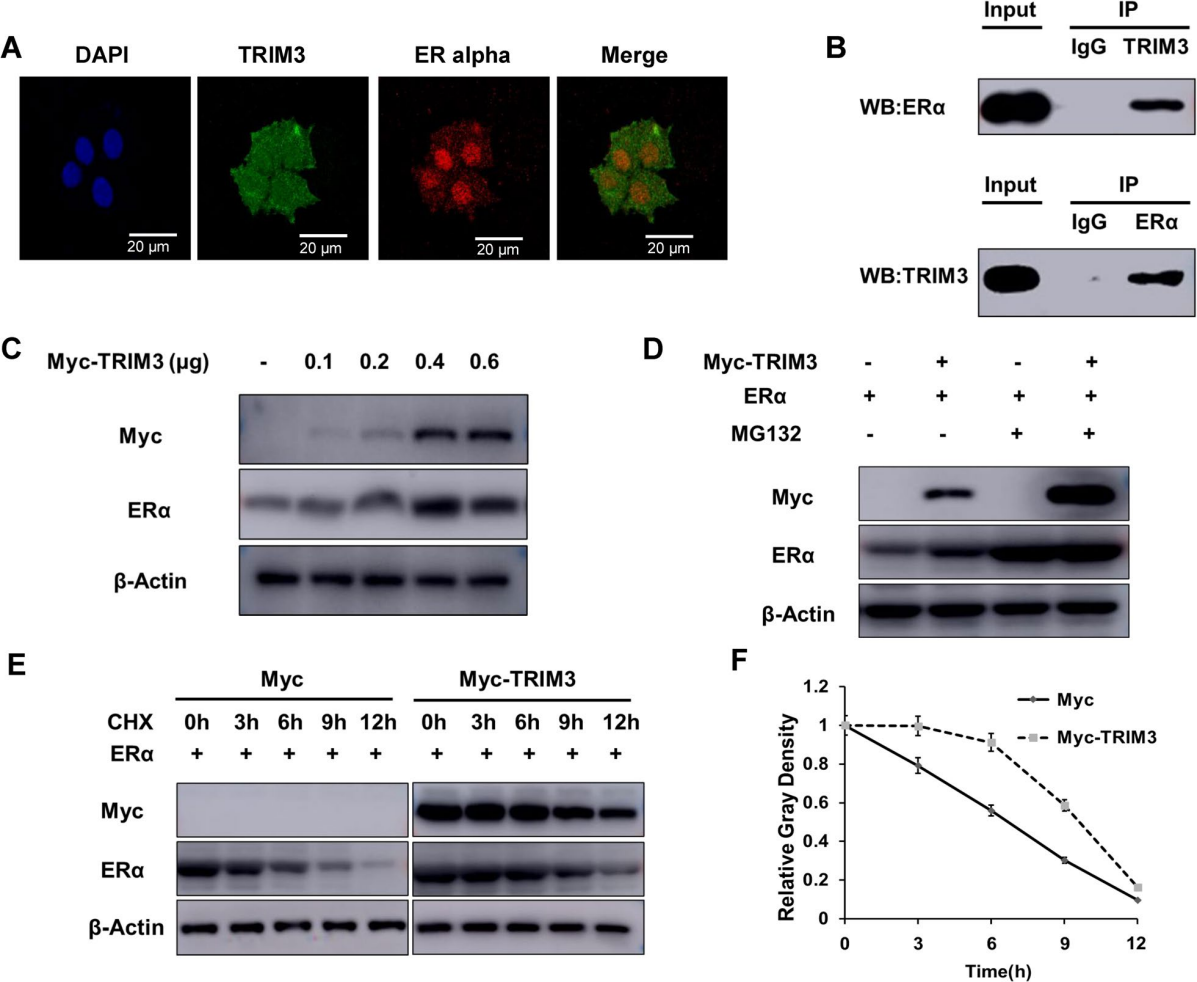
TRIM3 associates with ER alpha and modulates ER alpha stability. **a** Intracellular localization of ER alpha (red) and TRIM3 (green) is shown. Nuclei (blue) were stained with 4′,6-diamidino-2-phenylindole (DAPI) in MCF-7 cells. **b** Co-IP was performed using antibody as indicated. **c** ER alpha protein levels were determined by western blotting. HEK293 cells were transfected with 1 μg ER alpha together with different amounts of TRIM3 plasmids. **d** ER alpha protein levels were determined by western blotting. Actin was used as internal control. HEK293 cells were transfected with TRIM3 and ER alpha plasmids. After 24 h, cells were treated with 10 μM MG132 or vehicle for 6 h. **e** and **f** ER alpha protein levels were determined by western blotting. Actin was used as internal control. HEK293 cells were transfected with HA-ERα plasmid and Myc-tagged or Myc-TRIM3 plasmids. After 24 h, cells were treated with 100 µM cycloheximide (CHX) for the indicated times. The results are representative of three independent experiments. The relative density of ER alpha was measured by ImageJ software

### TRIM3 interacts with the ER alpha DNA binding domain via its filamin/NHL domain

We further characterized the association domains between ER alpha and TRIM3. ER alpha consists of three main functional domains: a DNA binding domain (DBD) and two domains with a transcriptional activation function (AF1 domain and AF2 domain), while TRIM3 contains a RING domain, B1/B2 domain, CC domain and filamin/NHL domain. We constructed the ER alpha variants AF1 (1–180 aa), AF1 + DBD (1–300 aa), AF2 (300–595 aa) and AF2 + DBD (180–595 aa) and the TRIM3 variants RING + B1/B2 (1–64 aa), RING + B1/B2 + CC (1–290 aa), filamin/NHL (290–744 aa) and filamin/NHL + CC (64–744 aa) (Fig. 5a). The IP results indicated that the DBD domain of ER alpha is required for its association with TRIM3 (Fig. 5b, c), while the filamin/NHL domain of TRIM3 is needed for its association with ER alpha (Fig. 5d, e). However, co-overexpression of ER alpha with the TRIM3 variants showed that only full-length TRIM3 stabilized the ER alpha protein (Fig. 5f).

**Fig. 5:**
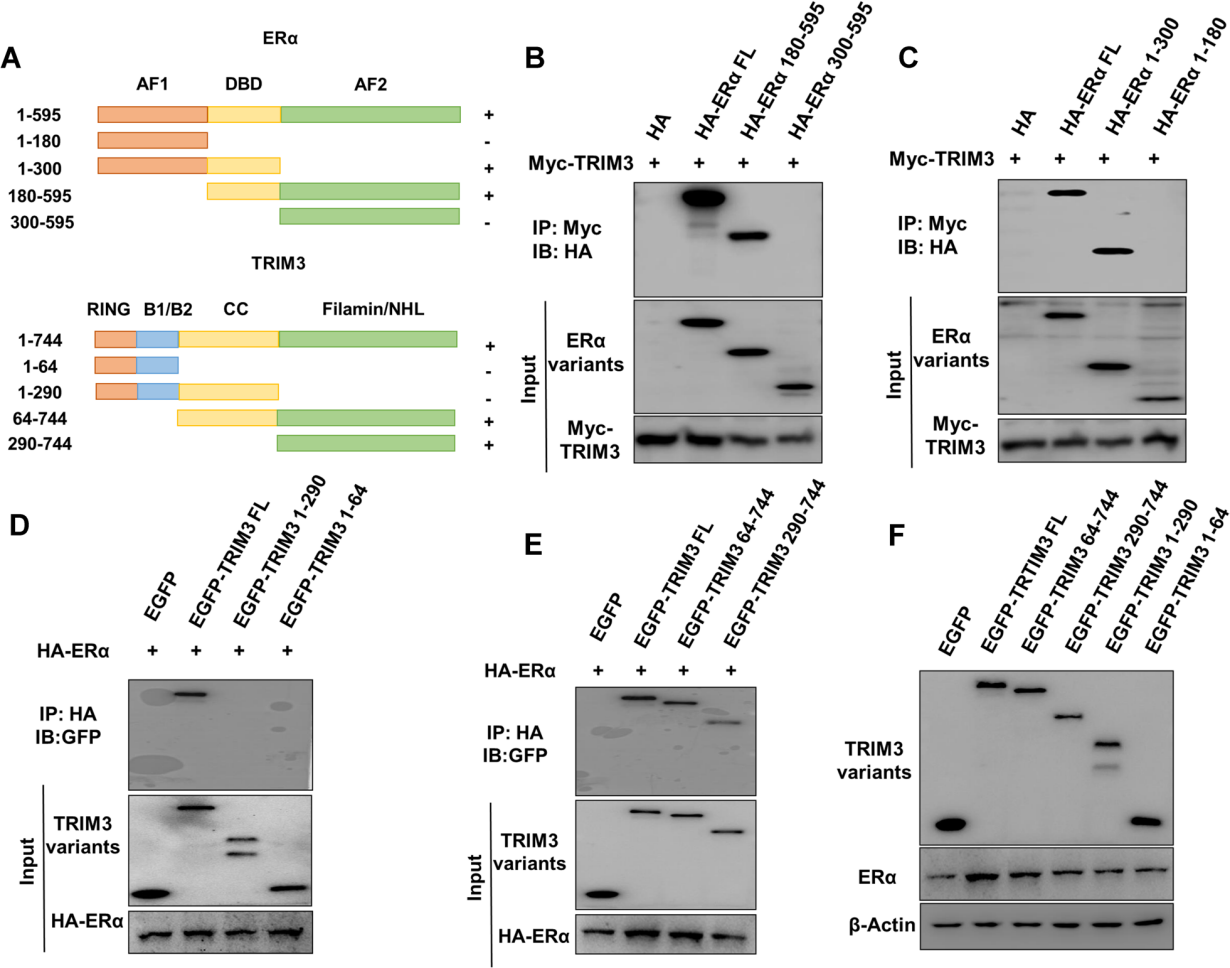
TRIM3 associates with the ER alpha DNA binding domain via its filamin/NHL domain. **a** ER alpha and TRIM3 domain structures used in this study. **b** and **c** The possible interacting domains in ER alpha were detected by an anti-HA antibody. HEK293 cells were transfected with 2 µg of Myc-TRIM3 together with HA-ER alpha full length or mutants (AF1, AF1 + DBD, AF2 and AF2 + DBD). Co-IP was performed using an anti-Myc antibody. **d** and **e** The possible interacting TRIM3 domains were detected by GFP antibody. HEK293 cells were transfected with 2 µg of HA-ER alpha together with GFP-TRIM3 full length or mutants (RING + B1/B2, RING + B1/B2 + CC, filamin/NHL and filamin/NHL + CC). Co-IP was performed using an anti-HA antibody. **f** ER alpha protein levels were detected via western blotting. HEK293 cells were transfected with 2 µg of Flag-ER alpha and 0.5 µg of GFP-TRIM3 full length or mutants (RING + B1/B2, RING + B1/B2 + CC, filamin/NHL and filamin/NHL + CC)

### TRIM3 facilitates K63-linked ubiquitination and mono-ubiquitination of ER alpha

Since TRIM3 is a putative E3 ubiquitin ligase, we further investigated the role of TRIM3 in ER alpha ubiquitination. Ubiquitination-based IP showed that TRIM3 inhibited ER alpha protein polyubiquitination (Fig. 6a). Among the ubiquitination mechanisms, K48-linked ubiquitination is the most common degradation mechanism. We examined the role of TRIM3 in ER alpha K48-linked ubiquitination, which implied that TRIM3 could suppress K48-linked ubiquitination of ER alpha (Fig. 6b). In addition, since K63-linked ubiquitination or mono-ubiquitination of ER alpha can increase ER alpha stability and signaling activity, we further analyzed the effect of TRIM3 on these two types of ER alpha ubiquitination. The data indicated that TRIM3 could significantly promote K63-linked polyubiquitination and mono-ubiquitination of the ER alpha protein (Fig. 6c, d).

**Fig. 6:**
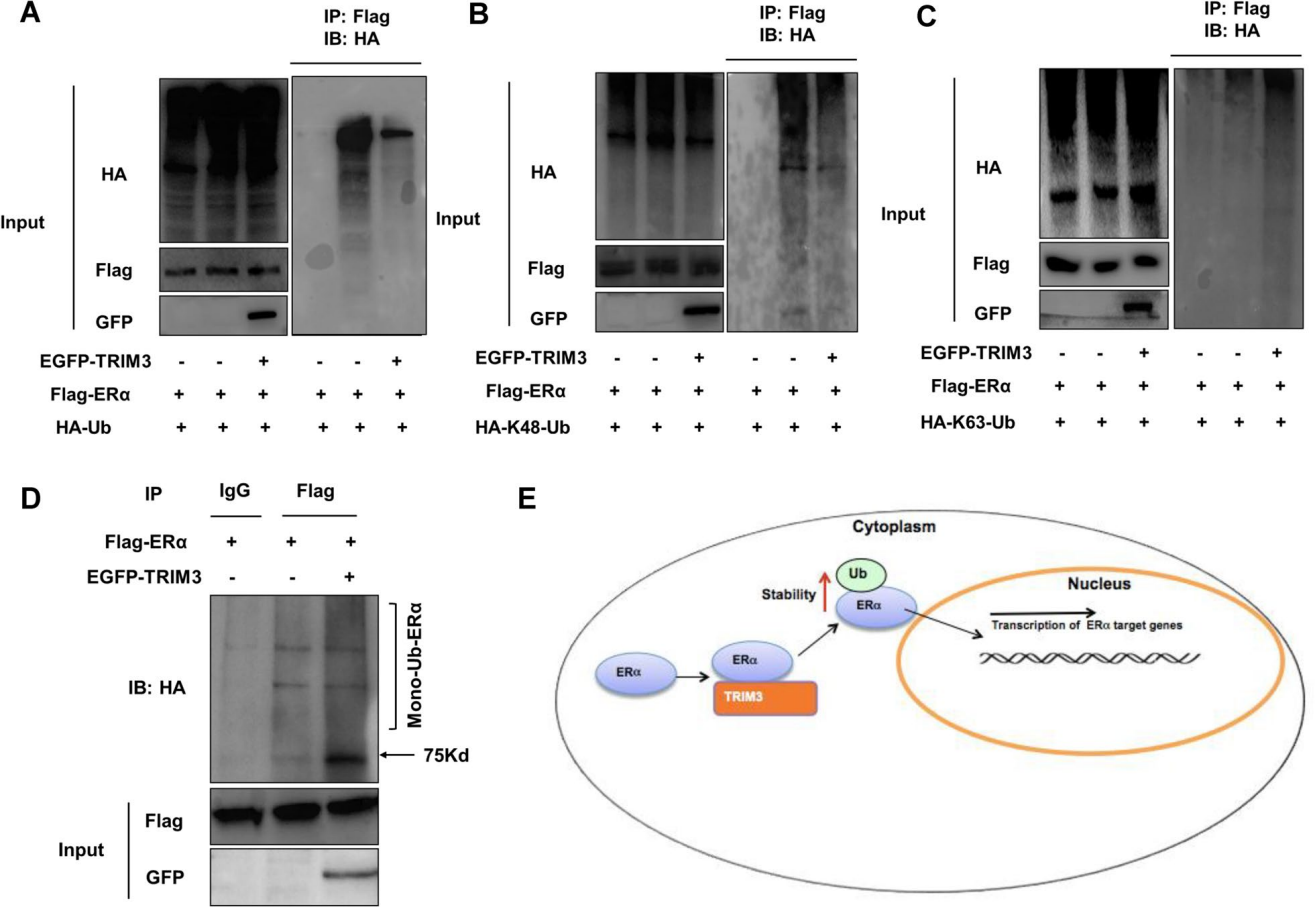
TRIM3 facilitates K63-linked ubiquitination and monoubiquitination of ER alpha. **a** Polyubiquitinated ER alpha was detected via western blotting. **b** K48-specific polyubiquitinated ER alpha was detected via western blotting. **c** K63-specific polyubiquitinated ER alpha was detected via western blotting. **d** Monoubiquitinated ER alpha was detected via western blotting. **e** The hypothetical model of the mechanism by which TRIM3 regulates ER alpha signaling in breast cancer: TRIM3 interacts with the ER alpha protein, stabilizes ER alpha and facilitates its signaling activation and breast cancer progression

## Discussion

In our current study, we identified one RING family protein, TRIM3, that modulates ER alpha signaling via increasing its stability (Fig. 6e). Analysis of clinical data indicated a positive correlation between TRIM3 and ER alpha protein levels in human IHC samples. In addition, TRIM3 correlated with poor survival in endocrine therapy patients. Our study identifies a nongenomic regulatory mechanism of ER alpha stability control. Based on these findings, we propose that modulation or inhibition of the TRIM3 protein could be an interesting strategy for ER alpha-positive breast cancer treatment.

The ER alpha gene was first discovered 30 years ago [7]. Based on the current understanding of breast cancer, ER alpha signaling is the main driver for two-thirds of breast cancer patients [22]. Although gene amplification or mutation of ER alpha is not common in breast cancer, increased ER alpha expression can be observed in most breast tumors compared with normal breast tissue [23]. Thus, targeting ER alpha signaling is an excellent strategy for breast cancer, while the selective modulator of ER alpha, including tamoxifen, demonstrated great success in inhibiting ER alpha signaling and breast cancer progression [22]. However, the occurrence of endocrine resistance is a challenging issue in breast cancer therapy. Interestingly, most endocrine-resistant breast tumors still maintain ER alpha protein expression, which lends to the possible involvement of ER alpha in drug resistance. Several confirmed and possible mechanisms indicate that the crosstalk between ER alpha and other signaling pathways or ER alpha modifications plays important roles in medicating endocrine resistance. For example, ER alpha can transactivate several growth factor pathways, including IGFR and AKT signaling, while the activation of these signaling cascades promotes the phosphorylation of ER alpha and facilitates ER alpha transactivation [24]. In addition, recent studies have revealed that protein modifications of ER alpha can stabilize ER alpha or enhance its transcriptional activity in breast tumors [10, 25]. Thus, modulating the ER alpha expression level and protein stability could be an effective strategy for overcoming endocrine resistance.

There are approximately 500–1000 E3 ubiquitin ligases, which can be divided into four groups: HECT type, RING type, U-box type and PHD-finger type [26]. Among these, the RING family is the largest, and its function is not totally clear. Interestingly, recent studies have shown that some RING family E3 ligases prefer to catalyze in an atypical ubiquitin manner, which does not necessarily lead to degradation [27]. Several RING family members participate in ER alpha signaling activity and breast cancer progression via non-degradation related ubiquitination. For example, RNF8 was shown to associate with ER alpha, promoting increased ER alpha monoubiquitination and signal transduction [28]. In addition, our previous work identified a few E3 ubiquitin ligases that modulate ER alpha stability in a nongenomic manner, including TRIM56 and RNF31 [29, 30].

TRIM3 belongs to the RING finger family of proteins and is composed of a zinc-binding domain, RING domain, B1/2 domain and coiled-coil region [19]. TRIM3 was first reported to interact with myosin and promote the transport of target proteins [15]. TRIM3 expression is decreased in several human cancers, including gastric cancer, colon cancer and liver cancer [18, 19, 31, 32]. However, the reports regarding TRIM3 in breast cancer are not consistent. Yongzhen Li et al. reported that TRIM3 was a tumor suppressor in breast cancer and related to longer overall survival of BC patients [33]. Yet, another two studies reported the TRIM3 played oncogenic roles in breast cancer. The regulatory mechanisms of TRIM3 are mainly due to the post-translational suppression of P53 protein function and sumoylation on estrogen receptor, which facilitate estrogen signaling and breast cancer proliferation [34, 35]. Our current study reveals similar conclusions with these two studies, in which TRIM3 is elevated in luminal type of breast cancer and promotes breast cancer progression. These findings further validate the conclusion that TRIM3 mainly functions as an oncogene in breast cancer. However, our molecular assays reveal a different regulatory mechanism. In our study, TRIM3 can facilitate ER alpha signaling, promoting cell proliferation and migration in breast cancer via enhancing ER alpha stability possibly via promoting ER alpha K63-linked poly-ubiquitination. This interesting finding not only increases the understanding of ER alpha posttranslational modifications but also implies the multiple functions of TRIM3 in different cancer backgrounds.

## Conclusions

We identified an interesting E3 ligase, TRIM3, that facilitates ER alpha signaling in breast cancer cells. TRIM3 can promote breast cancer cell migration and proliferation by stabilizing the ER alpha protein. As TRIM3 is a novel modulator of ER alpha signaling, disrupting its protein expression or activity could be a plausible strategy to treat ER alpha-positive breast cancer.

## Data Availability

The RNA sequence data are deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE143610).

## Abbreviations

TRIM3: Tripartite motif containing 3
ER alpha (ERα): Estrogen receptor alpha
AF1: Transcriptional activation domain 1
DBD: DNA binding domain
AF2: Transcriptional activation domain 2
HER2: Human epidermal growth factor receptor 2
PR: Progesterone receptor
ATCC: American type culture collection

How the deposited data were processed for this re-analysis (not part of the article)

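RNA of MCF-7 cells, a human ER-positive breast cancer cell line, was sequenced after transfection with siControl or siTRIM3, with 3 libraries in each group. All 6 libraries were mapped to their group by their labels and by the column names of the deposited table, and all were used. The submitters list HISAT2, RSEM and hg38 for the processing and give no versions, annotation or filter. The table holds 17926 NCBI gene IDs with 2 decimals per value, of which 31 are at 0 in every library. The unit is not stated in the paper or the labels and was inferred as FPKM, since the values are not whole numbers and sum to between 482315.2 and 514559.3 per library. TPM is not excluded, and in either unit the values, as deposited by the authors, had already been scaled to library size and transcript length. Read counts cannot be recovered from them, so tools for counts were not used and the precision of a value from its depth is unknown. Between 11440 and 11561 genes per library had at least 1 FPKM, and the 10 most abundant genes took 5.66% to 6.15% of the FPKM of a library.

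Gene symbols and positions were taken from RefSeq annotation of GRCh38.p14 by NCBI gene ID, which covered 17650 of the IDs. Genes with at least 1 FPKM in at least 3 of the 6 libraries (11561 genes) were tested as log2(FPKM + 1) with limma 3.58.1 (trend, R 4.3.3), with the group as the only term, and p values were adjusted by the Benjamini-Hochberg method. The thresholds of the paper's methods, an unadjusted p under 0.05 and a fold change above 1.5, were applied to the same model. The Hallmark and KEGG gene sets behind Fig. 2 were not at hand, so 21 gene lists were written from general knowledge before the data were examined and tested with camera of limma at a preset correlation of 0.01, two-sided, with adjustment over the 21 lists. Over-representation among lower genes was tested with Fisher's exact test against all genes tested, planned for the estrogen-induced list and added for the others after the data were seen. Enrichment by GSEA and Metascape was not repeated for want of these gene sets.

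The genes named in the text were chosen by a rule fixed before the data were examined: genes that the paper names for its RNA data, the 10 largest rises and the 10 largest falls among genes past an adjusted p of 0.05 with no overlap between the groups and a group mean of at least 5 FPKM, and for each list up to 4 members with the smallest p in the direction that most called members took and up to 2 in the other. TRIM3 siRNA sites were placed on GENCODE v29 transcripts of GRCh38. Seed matches were searched in the annotated 3′ UTRs of 11403 of the genes tested, as 7mer-m8 or 8mer sites, and compared with genes without a site in bins of 3′ UTR length by 10000 permutations across genes and by 100 shuffled seeds.

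Alternatives set beforehand were no filter, median-centred values, a pseudocount of 0.1, a per-gene equal-variance two-sample test without moderation, the replicate number as a block, each library left out in turn, camera with an estimated correlation, fry, which tests a list against no change where camera tests it against other genes, the thresholds of the Fig. 2 legend and 8mer sites only. Added after the data were seen were the ratio of mean FPKM without logarithm, pseudocount, filter or moderation, lists without certain members, also with an estimated correlation, and Fisher's exact test for genes higher at the paper's thresholds. The procedure was tested on simulated data before use. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.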

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

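The tests on silencing of ESR1, and of IFIH1 and STAT1, and those that leave out list members with a seed match, shared members or the paper's own target genes were chosen only after the result they bear on was seen.

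Genes with a seed match of TRIM3 siRNA B in the 3′ UTR were lower after TRIM3 siRNA, a signal in genes that the paper does not discuss: their mean log2 fold change differed by −0.10 from that of genes without a match and with 3′ UTRs of like length (1490 of 11403 genes, p = 1e-04, the smallest that 10000 permutations across genes can give, where genes are not independent replicates), lower than with any of 100 shuffled seeds. The difference was −0.14 for the 580 genes with an 8mer match, 25.0% of which were lower at an adjusted p under 0.05 from limma against 7.45% of the others, and matches were found in 268 of 951 lower genes (28.2%) and 51 of 831 higher genes (6.14%). The same test argues against siRNA A (−0.0043, with 22 of 100 shuffled seeds as low), and for the control siRNA, which would raise its matched genes, it leaves the matter open (0.0273, with 4 of 100 as high, but 3e-04 for 63 genes with an 8mer match and 0.009 without siControl replicate 3). By best site of siRNA B, the difference from genes without any was −0.162 for 8mer, −0.076 for 7mer-m8, −0.077 for 7mer-A1 and −0.03 for 6mer sites. In a ranking outside the planned tests, 15482 heptamers were ordered by the length-matched mean of their genes, scaled for gene number. GTATTCA and TGTATTC, both sites of siRNA B, were lowest, and the site of siRNA A was at rank 5006. These values point to silencing through the seed of siRNA B as a source of part of the lower genes. They would also place siRNA B in the siTRIM3 cells, although the sources do not say which siRNA was used. At the rate among all genes without a match, here not matched by 3′ UTR length, 103 of the 1490 matched genes would be lower, where 268 were. Which of the 268 fell through the seed cannot be told, so an effect of TRIM3 loss stays open for them too. It also stays open for the 550 lower genes among the 8735 without even a 6mer match of siRNA B.

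Of 39 interferon-stimulated genes, 21 were lower in siTRIM3 libraries and none higher, a group that the paper's text does not discuss although Fig. 2a lists an interferon term. Seed matches in these genes themselves are argued against as the whole cause, but not as part of it. Of the lower members, 28.6% carry a 7mer-m8 or 8mer match (95% Clopper-Pearson interval 11.3 to 52.2), against 16.7% of the genes tested. Of the 30 members without one, 15 were lower and none higher (camera p = 9.2e-09 with the preset correlation). Of the 23 members without any site, 6mer and 7mer-A1 sites included, 9 were lower and none higher (camera p = 4.78e-05 with the preset correlation). Some site is carried by 12 of the 21 lower members and by 16 of all 39. With an estimated correlation the full list (adjusted p = 0.0693), the 30 members (0.104) and the 23 members (0.279) did not pass. Their unadjusted camera p in this setting were 0.0085, 0.0156 and 0.0558. Silencing of IFIH1, a sensor of double-stranded RNA with a log2 fold change of −0.48, and of STAT1 stays open, as both carry a seed match of siRNA B and no library with siRNA A alone is known. A difference in how the cells sensed the TRIM3 and control siRNAs as double-stranded RNA also could not be told apart from the effect of TRIM3 loss (median log2 fold change of the list −0.28), since no library of untransfected cells sets the level. An effect of TRIM3 on interferon signaling itself is a further hypothesis, which was not tested.

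Of 86 estrogen-induced genes, 29 were lower and 8 higher, in the direction of the paper's own result. With the preset correlation the list's call was kept without the paper's own target genes (camera p = 3.25e-05), without members shared with the interferon, TNF, cytokine, ER stress and proliferation lists (p = 1.43e-06) and, with 17.2% of the lower members carrying a seed match, in the 71 members without one (24 lower, 8 higher, p = 4.34e-06) and the 51 without any site, 6mer included (19 lower, 5 higher, p = 2.01e-06), which argues against each of these as the whole cause. With an estimated correlation the call of the full list is lost (adjusted p = 0.151), and the same holds without the paper's target genes, the shared members, the members with a seed match or those with any site (adjusted p = 0.21, 0.151, 0.123 and 0.255). The unadjusted camera p in this setting were 0.0289 for the full list and 0.04, 0.0288, 0.0247 and 0.0255 without these members. Silencing of ESR1 through the seed match of siRNA B may contribute and stays open (log2 fold change of ESR1 −0.35, with an adjusted p of 0.0581 without siControl replicate 1 and 0.0579 without siTRIM3 replicate 2 from limma). In their panels, the paper's western blot and RT–PCR show lower ER alpha, PS2 and GREB1 with each of its TRIM3 siRNAs (Fig. 3e, f). The paper's text and legend do not tell the siRNAs apart there. The paper also reports lower ER alpha protein, target transcripts and ERE luciferase activity after TRIM3 siRNA in charcoal-stripped medium (Fig. 3g to i). In HEK293 cells transfected with plasmids, it reports that TRIM3 overexpression raised the level and stability of ER alpha protein (Fig. 4c to f). These experiments bear on this question in other samples, and regulation by TRIM3 remains among the open explanations for these libraries.

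ER stress genes, which the paper does not discuss, were lower in 8 of 24 and higher in none (10 and 0 adjusted over the list alone, camera adjusted p = 0.000165, and 0.0693 with an estimated correlation), with log2 fold changes of −0.71 for XBP1, also a member of the estrogen-induced and luminal lists, −0.49 for CHAC1, −0.39 for HYOU1 and −0.32 for DDIT3.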

How the results depend on the processing

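The unlogged setting, Fisher's exact test for lists other than the estrogen-induced one, and lists without certain members were chosen after the data were seen. The counts at an adjusted p under 0.05 (847 higher, 967 lower) moved to 515 higher without the filter, where more genes are tested, and to 189 higher and 218 lower with the unmoderated test, of which 361 of 407 were shared with the 1814 genes called by limma. Leaving out 1 library gave 489 (without siTRIM3 replicate 1) to 1099 higher and 567 (without siControl replicate 1) to 1165 lower genes; the higher count also moved by over 1.5 times without siControl replicate 1 (508) and siTRIM3 replicates 2 (519) and 3 (509), and the lower count without siTRIM3 replicates 1 (604), 2 (593) and 3 (636). At the paper's thresholds (68 and 141) a pseudocount of 0.1 gave 147 and 258, the thresholds of the Fig. 2 legend 6 and 22, and unlogged FPKM 271 and 502. With an estimated correlation the adjusted camera p rose to 0.0693 for the interferon, paper ER target and ER stress lists, 0.151 for the estrogen-induced, 0.345 for the TNF and 0.449 for the cytokine list, so none passed, nor did the estrogen-induced list without the paper's target genes (0.21), shared members (0.151) members with a seed match (0.123) or with any site (0.255), or the interferon list without the last 2 (0.104 and 0.279); the lowest adjusted camera p were 2.14e-13, 2.66e-07, 2.77e-06, 2.62e-07, 6.88e-05 and 0.00371 in this order. With Fisher's exact test TNF (0.27), cytokine (0.284) and ER stress genes (0.536) did not pass. The control seed difference was 0.009 to 0.037 with 1 library left out and 0 for 8mer sites. The cause of these changes was not tested. The estimated correlation of the paper ER target (−0.012) and ER stress lists (−0.001) was below the preset 0.01. The setting therefore changes more of the camera test than the correlation, and calls lost with it cannot be put down to correlation between genes alone. The siRNA A seed difference (−0.004, not past the threshold in any setting) changed sign without the filter (0.001) and without siControl replicate 2 (0.006). For the other alternatives of these results the direction and side of the threshold were kept, the estrogen-induced odds ratio ranging from 10.6 to 23. With the replicate number as a block, 836 genes were higher and 948 lower, but the residuals of equal numbers did not pair (r = 0.199, 0.263 and −0.075). Of 1265 results of named genes under alternatives (without PGR, tested only with no filter), 1118 kept their call, none reversed, and 58 of the others were lost with the unmoderated test. ESR1 did not pass with the unmoderated test (adjusted p = 0.12, range over its alternatives 0.0042 to 0.12), nor did MYB (0.0674), PKIB (0.108) and CCND1 (0.0959). The 3 libraries per group form 10 splits, too few for a share under 0.05: the real split, 1 of the 10, gave 1814 genes and the highest other 2, and at the paper's thresholds the real split gave 209 and the highest other 8. Each other split mixes the groups, so a group difference widens the spread within it and lowers its count, and these counts are no null distribution. The depth is unknown, so what it limits for low FPKM cannot be set.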

Differences from the paper's values

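The setting on unlogged values, and Fisher's exact test for lists other than the estrogen-induced one, were chosen after the values were seen. At the paper's stated thresholds, 68 genes were higher and 141 lower, where the key of the paper's volcano plot gives about 270 higher and about 500 lower genes (Fig. 2c, read by eye and given to 2 digits). None of the alternatives set before the data were examined came within 1.5 times of the paper's counts: no filter gave 68 and 142, median-centred values 70 and 136, a pseudocount of 0.1 147 and 258, the unmoderated test 67 and 136, the replicate block 70 and 141, the thresholds of the legend 6 and 22, and leaving out 1 library 70 to 90 and 140 to 155. With the ratio of mean FPKM, no pseudocount, no filter and an unmoderated test on unlogged values, a setting chosen after seeing the values, 271 genes were higher, the number that the key prints in full, and 502 lower, within the 2 digits given for the paper's count but not equal to the number printed; TRIM3, TFF1, GREB1, PGR and MYB, which Fig. 2c names, all passed. How fold changes that fall on the threshold were rounded was also set after the counts were compared, and moves a few genes.

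The paper marks MYB beyond its thresholds in Fig. 2c. Its log2 fold change of −0.56 was lower at an adjusted p of 0.000712 from limma but under the fold threshold, and it passed with a pseudocount of 0.1 (log2 fold change −0.60) and on unlogged values (log2 ratio −0.61). The paper ranks the estrogen pathway first among those of the downregulated genes. By Fisher's exact test the estrogen-induced list had the smallest adjusted p of the 21 lists (6.45e-10), which are not the paper's gene sets. It also had the most measured members (86), which favors a small p. Its odds ratio of 15.8 was below those of the interferon list (18.6) and of the paper's ER targets (32.8). By camera the interferon list had a smaller adjusted p (2.18e-11) than the estrogen-induced list (5.93e-06). With an estimated correlation neither of these lists passed camera (adjusted p = 0.0693 and 0.151). Fig. 2b lists neuroactive receptors, xenobiotic metabolism and axon guidance among the terms of upregulated genes. As lists written from general knowledge, these did not pass camera (adjusted p = 0.993, 0.182 and 0.459), though more of their members were higher than lower (6 and 4, 5 and 3, 8 and 5). Only 31 of 64, 22 of 44 and 31 of 49 members passed the filter, so these tests say nothing on the rest. Fisher's exact test, which is closer to the paper's analysis, gave odds ratios above 1 among the genes higher at the paper's thresholds: 12 for neuroactive receptors (p = 0.0142, adjusted p = 0.149), 17.4 for xenobiotic metabolism (p = 0.0073, adjusted p = 0.149) and 5.7 for axon guidance (p = 0.167, adjusted p = 0.501), with 2, 2 and 1 members among these genes. The higher genes numbered 68 here against about 270 in the paper, so the test does not cover all genes behind the paper's terms. Fig. 2a lists an epithelial mesenchymal transition term among the downregulated genes. Of 19 mesenchymal and matrix genes past the filter, from a list of 44, 2 were lower and 2 higher. This list was also written from general knowledge and is not the gene set behind that term. The lower genes at the paper's thresholds numbered 141 here against about 500 in the paper, so these counts do not test the paper's term.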

Other observations

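The look at interferon transcripts and the setting on unlogged values were chosen after their values were seen. MHC class I genes, which present antigens, had 4 of 15 measured members lower and none higher at an adjusted p under 0.05 from limma (7 lower adjusted over the list alone; camera adjusted p = 0.00605, and 0.624 with an estimated correlation). The list's call was also lost without siControl replicate 2 (adjusted p = 0.0922) or siTRIM3 replicate 1 (adjusted p = 0.0565). The peptide transporters TAP2 and TAP1 had log2 fold changes of −0.35 and −0.29, TAP1 with an adjusted p of 0.103 from limma without siTRIM3 replicate 1. NLRC5, an activator of MHC class I transcription, had −0.33 and did not pass without siControl replicate 1 or 2, siTRIM3 replicate 1 or 2 (adjusted p from 0.0541 to 0.123 from limma) or the filter (0.0777). Of 23 cholesterol synthesis genes, 3 were higher and 1 lower (5 and 1 adjusted over the list alone; camera adjusted p = 0.0375 toward higher, and 0.624 with an estimated correlation), a call of the list that was also lost without siControl replicate 2 (adjusted p = 0.0899) or 3 (0.0512) or siTRIM3 replicate 1 (0.14) or 2 (0.128). LSS had a log2 fold change of 0.56, and INSIG1, which holds back the activation of this pathway, had −1.04 and an 8mer seed match of TRIM3 siRNA B. Of 19 luminal identity genes, 3 were lower and 2 higher (4 and 2 adjusted over the list alone; camera adjusted p = 0.628), with −0.46 for TRPS1, which carries a seed match of siRNA B, and 0.26 for GATA3, which did not pass without siControl replicate 3 or any one siTRIM3 replicate (adjusted p from 0.0514 to 0.135 from limma) or without the filter (0.0935). The luminal list had a median of 0.001 and a mean of −0.042. Of 26 p53 target genes, 5 were lower and 2 higher (6 and 2 adjusted over the list alone; camera adjusted p = 0.628), such as GDF15 with −0.45 and PLK2 with 0.79.

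Of 25 epithelial junction genes, 3 were lower and 3 higher (5 and 3 adjusted over the list alone; camera adjusted p = 0.887). E-cadherin, CDH1, rose from 81.4 ± 4.39 to 130.6 ± 7.08 FPKM (SD, n = 3 each; adjusted p = 2.42e-05 from limma), while the desmosomal gene DSP had a log2 fold change of −0.45. Of 18 measured ubiquitin ligases of ER alpha and relatives of TRIM3, 1 was higher and none lower (1 and 0 adjusted over the list alone; camera adjusted p = 0.993), namely TRIM2, with a log2 fold change of 0.37 and a seed match of siRNA B, at a list median of −0.017 and a mean of 0.007. TRIM2 did not pass without siControl replicate 1 or 2, siTRIM3 replicate 1 or 3 (adjusted p from 0.0571 to 0.109 from limma) or the filter (0.0866). Of 5 measured basal epithelial markers, 2 were higher, CAV2 with 0.44 and a seed match of siRNA B and CDH3 with 0.27, and none lower (2 and 0 adjusted over the list alone; camera adjusted p = 0.415), at a list median of −0.01 and a mean of 0.10. The basal list has 16 members. CAV2, at 0.767 FPKM in siControl and 1.40 FPKM in siTRIM3 libraries, passed the filter only through the siTRIM3 group. CDH3 did not pass without siTRIM3 replicate 1 (adjusted p = 0.0518 from limma) or 3 (0.103). Of 20 fibroblast and immune markers only 2 were measured past the filter, and neither changed (0 and 0 adjusted over the list alone; camera adjusted p = 0.917). Of 12 reference genes often used in RT–PCR, 2 were higher and 1 lower (2 and 1 adjusted over the list alone; camera adjusted p = 0.182), TBP with 0.33 and GUSB with −0.29 among them. GUSB, the lower one, did not pass without siControl replicate 1 or 2, siTRIM3 replicate 1 or 2 (adjusted p from 0.0615 to 0.11 from limma) or the filter (0.0647), and without the filter the list passed camera (adjusted p = 0.0374).

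Transcripts of interferons were present in both groups. IFNL1 was at 53.3 ± 7.35 FPKM in siControl and 45.9 ± 2.39 FPKM in siTRIM3 libraries (SD, n = 3 each; adjusted p = 0.146 from limma), and IFNB1 at 8.11 ± 1.70 and 6.36 ± 1.05 FPKM (SD, n = 3 each; adjusted p = 0.124 from limma). IFNL2 and IFNL3, whose sequences are nearly identical so that their reads are hard to tell apart, were at 20.6 and 20.0 FPKM in siControl and 18.1 and 18.8 FPKM in siTRIM3 libraries. No library of untransfected cells is among the 6, so it is not known whether transfection raised them.

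With unlogged FPKM, no filter and the unmoderated test, 400 of the 773 genes past the paper's thresholds (51.7%) had a mean under 1 FPKM, and the calls that were also tested by limma all had an adjusted p under 0.05 there. Scatter of genes under 1 FPKM was tested as the source of the former by the other splits of the libraries. The highest of them gave 167 such genes against 400, which argues against scatter as the whole source, although 10 splits are too few for a share under 0.05. Each other split mixes the groups, so a group difference widens the spread within it and lowers its count. The 167 genes thus do not measure how many of the 400 come from scatter.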
